# Single-cell profiling reveals transcriptome dynamics during bovine oocyte growth

**DOI:** 10.1186/s12864-024-10234-0

**Published:** 2024-04-06

**Authors:** Lais Barbosa Latorraca, António Galvão, Maria Belen Rabaglino, Julieta Maria D’Augero, Gavin Kelsey, Trudee Fair

**Keywords:** Oogenesis, RNA sequencing, Gene Expression, Cattle

## Abstract

**Background:**

Mammalian follicle development is characterized by extensive changes in morphology, endocrine responsiveness, and function, providing the optimum environment for oocyte growth, development, and resumption of meiosis. In cattle, the first signs of transcription activation in the oocyte are observed in the secondary follicle, later than during mouse and human oogenesis. While many studies have generated extensive datasets characterizing gene expression in bovine oocytes, they are mostly limited to the analysis of fully grown and matured oocytes. The aim of the present study was to apply single-cell RNA sequencing to interrogate the transcriptome of the growing bovine oocyte from the secondary follicle stage through to the mid-antral follicle stage.

**Results:**

Single-cell RNA-seq libraries were generated from oocytes of known diameters (< 60 to > 120 μm), and datasets were binned into non-overlapping size groups for downstream analysis. Combining the results of weighted gene co-expression network and Trendy analyses, and differently expressed genes (DEGs) between size groups, we identified a decrease in oxidative phosphorylation and an increase in maternal -genes and transcription regulators across the bovine oocyte growth phase. In addition, around 5,000 genes did not change in expression, revealing a cohort of stable genes. An interesting switch in gene expression profile was noted in oocytes greater than 100 μm in diameter, when the expression of genes related to cytoplasmic activities was replaced by genes related to nuclear activities (e.g., chromosome segregation). The highest number of DEGs were detected in the comparison of oocytes 100–109 versus 110–119 μm in diameter, revealing a profound change in the molecular profile of oocytes at the end of their growth phase.

**Conclusions:**

The current study provides a unique dataset of the key genes and pathways characteristic of each stage of oocyte development, contributing an important resource for a greater understanding of bovine oogenesis.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-024-10234-0.

## Background

The application of RNA-sequencing (RNA-seq) analysis to mouse oocyte biology research has provided novel information on the transcripts, their co-factors and regulators which drive the development of the female germline from the formation of the primordial germ cells through differentiation to oogonia, and progression through oogenesis [1–4]. The duration of this latter stage, i.e., oocyte growth from activation of primordial follicles until the pre-ovulatory follicle stage, takes 10 to 12 days in mice [5], but more than 120 days in humans [6, 7] and cattle [8]. During this period, dynamic morphological changes take place in the follicular cells with modifications in number, morphology, metabolic activity, cell differentiation, and responsiveness to hormones [9, 10]. Similarly, once activated to grow, the oocyte embarks on a phase of dramatic molecular and morphological transformation, involving a greater than fivefold increase in volume, synthesis and reorganization of nuclear and cytoplasmic organelles [11–13], and the establishment of the oocyte epigenome and transcriptome [1, 2, 14], all of which must sustain oocyte resumption and completion of meiotic maturation, fertilization, early embryonic cleavage divisions, and activation of the embryonic genome [15].

The employment of high-throughput multi-omic technologies to interrogate the contribution of both candidate and unknown factors to the above-mentioned events has centred on the mouse model. The first deep RNA-seq analysis of non-growing and growing murine oocytes was published in 2015 [1], which was succeeded by an analysis of murine oocytes ranging from 10 to 65 μm in diameter [14]. Together, these studies showed that the transcriptional programme of the murine oocyte is largely set up in oocytes ranging from 10 to 40 μm in diameter, likely from primordial follicles and that subsequent changes to the oocyte transcriptome are relatively modest during murine oocyte growth. A comparable analysis of human oocytes and granulosa cells across the follicle developmental trajectory from the primordial to pre-ovulatory stage suggested a more dynamic transcriptome in humans compared to murine oocytes, with the presence of higher numbers of differently expressed genes (DEGs) in the comparisons of oocytes from different stages of follicle development [16]. However, comparable information for oocytes from other mammalian species is limited.

The first study investigating the onset of RNA transcription in bovine oocytes employed ^3^uridine incorporation coupled with autoradiography and identified the secondary follicle stage [12]. Later, using real-time PCR analysis of candidate genes, Bessa et al. (2013) [17] reported a low level of mRNA expression for many assayed genes in oocytes from primordial up to small secondary follicles (25 to 60 μm in diameter), with a significant increase only in oocytes from large secondary follicles (65 to 85 μm in diameter). Such pronounced differences in the transcription dynamics in murine, human, and bovine oocytes likely reflect the duration and kinetics of the oocyte growth phase in these species and highlight the potential for some aspects of the molecular regulation of mammalian oocyte growth and acquisition of developmental competence to be species-specific.

In contrast to the vast repertoire of data from mouse, most RNA-seq analyses of bovine oocytes have been carried out at fully-grown germinal vesicle (GV) or metaphase II (MII) -stages, where the emphasis has been on identifying the impact of different in vivo or in vitro environments [18, 19], vitrification [20], heat stress [21, 22], ovarian hormonal manipulation [23, 24], and in vitro culture systems [25], on the oocyte transcriptome. The evolution of the oocyte transcriptome as it progresses through and completes the growth phase has not been described to date. Such a dataset would provide a unique reference resource for understanding the molecular basis for oocyte acquisition of developmental competence in cattle. Therefore, the present study aimed to redress this knowledge gap by carrying out single-cell RNA-seq (scRNA-seq) on bovine oocytes from the secondary follicle up to the mid-antral follicle -stage of development. The objective of the current study was to generate a high-quality transcriptome annotation of bovine oocytes which captures the dynamic changes in gene expression during the oocyte growth phase and identifies hallmark genes and pathways associated with key stages of oocyte development. Such knowledge will inform the development of appropriate in vitro systems for bovine oocyte growth which attend to the specific needs of each phase of development.

## Material and methods

### Oocyte collection

Bovine (*Bos taurus*) ovaries were collected at a local abattoir and returned to the laboratory in cold PBS. Fully-grown oocytes were removed first by aspirating 3–8 mm surface visible follicles. Subsequently, the ovaries were butterflied open, submerged in cold Dissection medium (TCM199 supplemented with 0.4% BSA fraction V, 0.164 mM penicillin, 0.048 mM streptomycin, 1,790 units/L heparin, and 5 μM cilostamide [26]), and growing oocytes from late secondary to early antral follicles were liberated by slicing the ovarian cortex. Subsequently, the medium containing the oocytes was filtered through a descending series of mesh filters, including 260 μm mesh, 100 and 40 μm PluriStrainer® filters. Recovered oocytes were washed in cold Dissection medium, denuded by pipetting, and allocated singly to drops of cold PBS, where their diameter was measured under a Nikon Eclipse TE2000-S microscope and NIS Elements BR 5.02.00 64-bit software. Measured oocytes were snap-frozen in 4 μL PBS + 4 μL RTL-Plus buffer (Qiagen) in 0.2 mL PCR microtubes.

### Single-cell RNA sequencing

RNA from individual oocytes was isolated using the Genome & Transcriptome protocol [27], and cDNA conversion, amplification, and purification were performed as described by [28]. Briefly, oocyte lysates were transferred to a 96-well plate and incubated with Dynabeads (MyOne Streptavidin C1, Life Technologies) annealed to Smart-seq2 oligo-dTs [29, 30] to capture polyadenylated mRNA. The remaining lysate containing the DNA was transferred to a new 96 well-plate for a subsequent bisulphite conversion analysis. The beads containing the mRNA were diluted in reverse transcription master mix using SuperScript™ II Reverse Transcriptase (Invitrogen). cDNA was amplified (14 cycles) using KAPA HiFi HotStart ReadyMix (Roche), purified with Ampure XP beads with a 1:0.9 ratio, and eluted into 20 μL of water [29, 30]. Amplified cDNA was quantified using a High Sensitivity DNA Assay chip (Agilent Technologies), and libraries were prepared using the Nextera XT Kit (Illumina) with ~ 300 pg of cDNA in two different replicates (Supplementary Fig. S1). The individual transcriptome of 179 oocytes was sequenced on the NextSeq500 HighOutput 150 bp Single End (replicate 1) and 75 bp Single End (replicate 2) with a sequence depth of ~ 2 million reads.

### Data processing and quality control

Trim Galore (version 0.6.6) was used to trim raw sequence reads by removing adapter contamination and poor-quality reads with less than 20 Phred score. Only reads with a minimum 20 bp sequence length after trimming were retained for further processing [31, 32]. The data was mapped to the bovine reference genome (bosTau 9) and generated genome index with ARS-UCD1.2 assembly using HISAT2. A total of 632,700,000 reads were sequenced (from 500,000 to 12,200,000 reads/sample) with 86% being uniquely mapped to the bovine genome (from 384,760 to 10,495,372 reads/sample) (Supplementary Table S1). 

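Of the reads listed in the paper's Supplementary Table S1, 632316587 passed the filters and 542075914 were uniquely mapped. The counts that the authors deposited for the same 165 oocytes sum to 360129262. The total counted on genes ranged from 277126 to 8038061 per oocyte, with a median of 1763520. The oocyte's own total was between 0.492 and 0.771 of its uniquely mapped reads, with a median ratio of 0.696. The median total was 1764849 counts over the 97 oocytes of replicate 1 and 1761715 counts over the 68 oocytes of replicate 2.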

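The count table holds 1 line per annotated gene model, 23161 in all, each with an Ensembl gene ID. Of these, 3622 lines carry an ID that stands on more than 1 line, and they hold 14.8% of all counts. The counts of an ID were summed over its lines, since the paper does not say how such genes were treated. A gene symbol could be given to 3608 IDs (17.0%), those that the copies of Supplementary Tables S2 and S3 used here pair with a symbol.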

A total of 21,218 transcripts were identified using SeqMonk software (version 11.0.10; Babraham Institute; https://www.bioinformatics.babraham.ac.uk/projects/seqmonk/). Raw counts were quantified with the SeqMonk RNA-seq quantification pipeline.

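Over the 179 deposited oocytes, 3107 gene IDs had 0 counts in every oocyte and 18111 had at least 1 count.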

Sample quality control was performed using RStudio software (2023.06.0 + 421) as follows: Genes presenting zero read counts in all samples were designated ‘not expressed’ and removed from the dataset (3,221 genes). Samples with < 100,000 reads and < 2,500 expressed genes (genes with more than 1 count) were also removed. 

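The deposited totals ranged from 10 to 8038061 counts over the 179 oocytes. The 165 oocytes of Supplementary Table S1 had between 8188 and 13545 genes with more than 1 count, with a median of 10968. Of the 14 oocytes outside this set, 6 fell below at least 1 of these limits and 8 passed both, with totals between 113529 and 4933709 counts. The share of noncoding mitochondrial reads behind the next step was not computed here, because these genes carry no symbol in the tables used.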

Finally, samples contaminated with noncoding mitochondrial genes (i.e., more than 3% of reads mapped to mitochondrial genes) were also excluded from further analysis. 

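Among the 165 oocytes, 17969 gene IDs had at least 1 count and 3249 had none. The groups from the smallest to the largest diameter held 21, 25, 23, 24, 21, 18, 19 and 14 oocytes. Replicate 1 gave 3, 17, 16, 16, 12, 11, 12 and 10 of these oocytes, and replicate 2 gave 18, 8, 7, 8, 9, 7, 7 and 4. Neither the paper nor the sample labels name the animal an oocyte came from, so oocytes of the same animal could not be told apart.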

A final sample set of 165 oocytes and a dataset of 16,979 annotated genes were established for further bioinformatic analysis, performed with packages for the RStudio software. Raw data are deposited in the Gene Expression Omnibus repository and are accessible through GEO accession number GSE249434.

## Data analysis

### Samples and gene expression characterisation

A summary of the data analysis is represented in Fig. 1. Sample distribution was assessed by principal component analysis (PCA), which showed a gradual segregation of oocytes from the smallest to the largest size. 

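Raw counts were variance-stabilised with DESeq2 and the 500 most variable genes were used. After the mean of each replicate was removed, the first component held 28.9% of the variance and the second 14.1%. Over the 165 oocytes, the first component had a Pearson's r of 0.938 and a Spearman's rho of 0.935 with the diameter, each with a two-sided p of 1e-05, the smallest that 100000 permutations within replicate can give. It was 0.949 within replicate 1, 0.961 within replicate 2 and 0.939 without the 2 oocytes farthest from the median diameter. Without this step, the first component held 56.6% of the variance and mainly separated the replicates, and the second, with 12.5%, had an r of 0.921 and a rho of 0.920 with the diameter, with the same p in the same test (0.942 and 0.959 within the replicates, 0.919 without the 2 farthest oocytes). With all genes, the second component followed the diameter in place of the first (r of 0.883, rho of 0.893). With all 179 oocytes the r of the first fell to 0.642 and its rho to 0.871. The sign of a component is arbitrary and was set to be positive here. Permuting diameters takes oocytes as independent, so these p may be too small if oocytes share an animal.

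**Figure D1:**
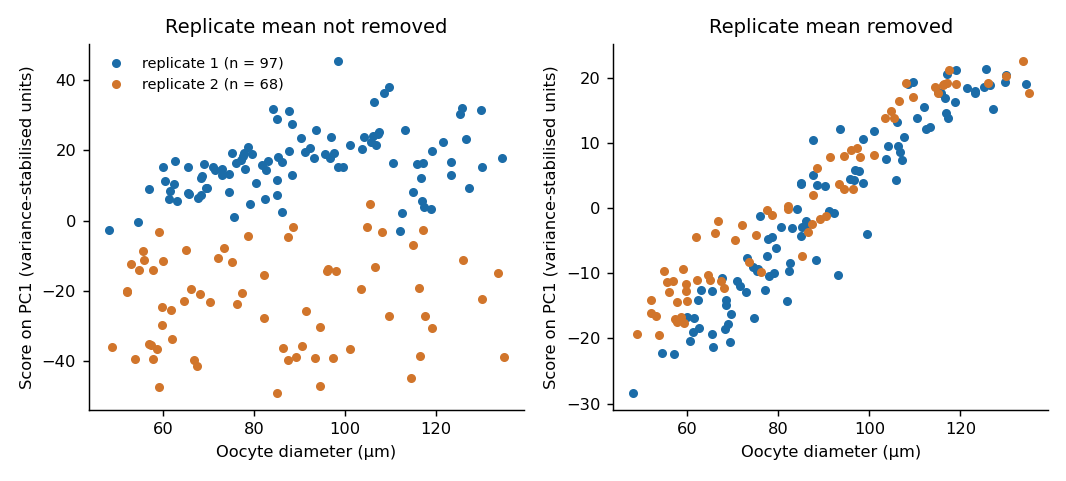
Score on the first principal component of the 500 most variable genes (y axis, variance-stabilised units) against oocyte diameter in μm (x axis), 1 point per oocyte, coloured by replicate, before (left) and after (right) the replicate means were removed. The replicates separate on the left, and on the right the score follows the diameter in both.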

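In the variance-stabilised values of the 500 most variable genes, the difference between the means of the 2 replicates made up 43.1% of the total variance. The share was 24.7% over all genes and 32.8% with all 179 oocytes. On ComBat-seq counts, which are made to remove such differences, it was 0.2%, the alternative that moved it most. The replicates also differed in read length, 150 bp in replicate 1 and 75 bp in replicate 2, so the read length and the library batch cannot be separated.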

Samples from different replicates clustered separately, indicating a batch effect (61% of variance) that was corrected using ComBat-seq function [33] (Fig. 1).

**Fig. 1:**
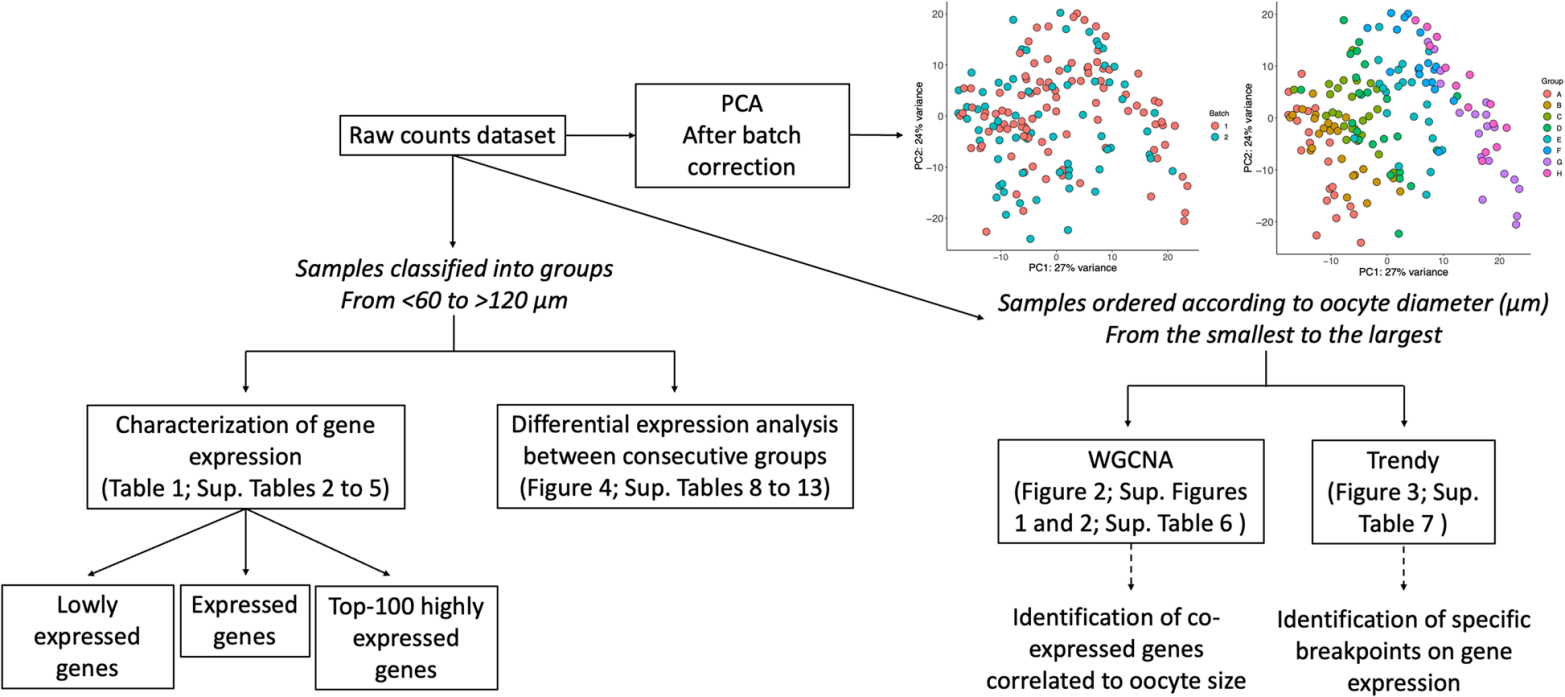
Data analysis pipeline. The scheme represents the workflow used to analyse samples of growing bovine oocytes differentiating when the oocytes were segregated in groups of 10 μm diameter from < 60 to > 120 μm or in a continuous order from the smallest to the largest. PCA: Principal Component Analysis plot highlighting batch and groups after batch correction. Oocyte diameter: **A** (< 60 μm), **B** (60–69 μm), **C** (70–79 μm), **D** (80–89 μm), **E** (90–99 μm), **F** (100–109 μm), **G** (110–119 μm), and **H** (> 120 μm)

Initially, global gene expression characterization among groups according to oocyte size (< 60, 60–69, 70–79, 80–89, 90–99, 100–109, 110–119, and > 120 μm in diameter) was performed to identify the number of low abundant genes (zero count in half of the samples of each group), and consequently, expressed genes per group. In addition, the Top-100 genes were determined using counts per million to highlight the most abundantly expressed genes in each group.

### Statistical analyses

Three different statistical methods were chosen to best characterize key genes and pathways during bovine oocyte growth. First, to generate a broad view of gene expression and to identify groups of genes that change in expression according to oocyte size, weighted gene co-expression network analysis (WGCNA) was performed [34, 35]. Filtering was used to exclude genes below a K threshold determined by minimum count and sample library size. The top 50% most variable genes were subsequently divided into seven modules of co-expressed genes. The signed network construction and module detection were performed through the automatic method. Each module was given a first principal component called eigengene, which can be considered a representative of the gene expression profile in a module. Gene significance (GS) was calculated to determine the correlation of gene expression profiles (module eigengene) with an external trait *y*, oocyte size, and module membership (MM) was determined as the correlation between gene expression and module eigengene of a given module. The co-expression similarity was raised to a soft thresholding power (β) of 7 to calculate adjacency. The resulting co-expression modules were correlated with oocyte diameter to identify positive or negative correlation [34].

Second, the Trendy package [36] was applied to identify individual genes for which expression oscillated at a particular oocyte diameter. This method uses segmented regression models to identify patterns of gene expression in ordered conditions, such as oocyte size. The samples were ranked from the smallest to the largest size, and gene expression was classified as “up”, “down” or “no change” for each sample (adjusted *R*^*2*^ ≥ 0.5) when compared to the previous one.

Third, differential expression analysis was performed between successive oocyte diameter groups according to their size using the EdgeR package [37]. Raw p-values were adjusted using the Benjamini & Hochberg procedure. The DEGs were defined by those with a Fold Discovery Rate (FDR) < 0.05. The up and downregulated DEGs for each comparison were determined, and gene ontology (GO) analysis was performed with ShinyGO 0.77 using the protein-coding genome as background [38] to identify enriched pathways (FDR < 0.05).

## Results

### Global gene expression dynamics and transcriptional profile during bovine oocyte growth

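The data behind the size groups are raw counts from single oocytes. Surface follicles of Bos taurus ovaries were aspirated first for fully grown oocytes, and growing oocytes were then freed by slicing the cortex. Recovered oocytes were denuded, measured and frozen singly. Polyadenylated mRNA of each oocyte was captured on beads, converted to cDNA and amplified. The authors aligned the reads with HISAT2 to the bovine assembly ARS-UCD1.2 (bosTau 9) and deposited raw counts, made with SeqMonk, with no correction for the library size or the replicate. The median total per oocyte in the groups from < 60 to > 120 μm in diameter was 2563427, 2439789, 1839094, 1862627, 1150073, 923622, 1986086 and 1457609.5 counts. For tests between groups, the counts of all oocytes of a group and replicate were summed, which gave 16 sums, 2 for each of the 8 groups. The sums held between 4467434 counts, for > 120 μm in replicate 2, and 46545515 counts, for 60–69 μm in replicate 1. In the 100–109 μm sum of replicate 1, a single oocyte with 7856854 counts made up 52.9% of the total. Measures per oocyte, such as a correlation with the diameter, were taken over the 165 oocytes. Reads carry no molecular identifiers, so the intervals given for counts cover counting error only.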

For initial analysis of global gene expression during oocyte growth, the scRNA-seq datasets were binned according to oocyte size (< 60, 60–69, 70–79, 80–89, 90–99, 100–109, 110–119, and > 120 μm in diameter; Fig. 1). 

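A gene was counted as lowly expressed in a group when 50% or more of its oocytes had 0 counts, over the 17969 gene IDs with a count in the 165 oocytes. The groups from < 60 to > 120 μm in diameter had 6530, 6059, 6016, 6090, 6955, 6949, 6440 and 6610 such genes, with a mean of 6456.1. The mean moved most, to 5741.0, within replicate 1, and it was 7111.4 when genes with at most 1 count were taken as not expressed.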

From the total of 16,979 genes detected after the exclusion of non-expressed genes (zero counts in all samples), the number of low expressed genes in each group (zero counts in at least half of the samples) was determined with an average of 5,463 genes (5,086 to 5,953) per group. Consequently, a mean of 11,516 genes (11,026 to 11,112) were considered expressed per group (Table 1) demonstrating limited variation and good turnover of expression during oocyte growth. 

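The remaining 11439, 11910, 11953, 11879, 11014, 11020, 11529 and 11359 genes were expressed in the groups in the same order, with a mean of 11512.9. Fewer genes passed in the oocytes of 90–99 and 100–109 μm in diameter, the groups with the lowest median totals. Over the 8 groups, the number of expressed genes and the log10 of the median total had a Pearson's r of 0.744 (exact permutation test, two-sided p = 0.038) and a Spearman's rho of 0.571 (exact permutation test, two-sided p = 0.15). Without the 2 groups farthest from the middle depth, r was 0.188, so the relation rests on those groups. At 250000 counts per oocyte, the groups had 9387, 9748, 9946, 9808, 9506, 9692, 9292 and 9438 expressed genes, the lowest now at 110–119 μm. Within replicate 1 the mean was 11734.0 genes, and within replicate 2 it was 10969.2 genes.

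**Figure D2:**
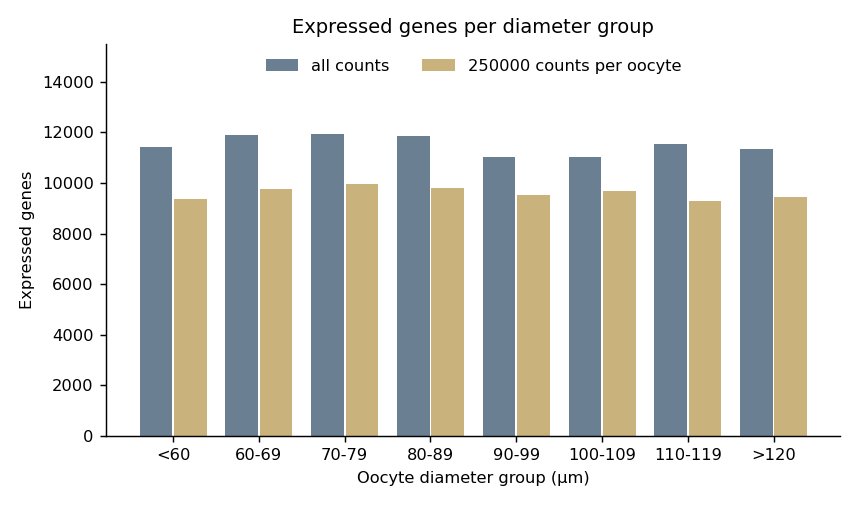
Number of expressed genes (y axis) in each size group (x axis, diameter in μm), from all counts and from 250000 counts per oocyte. With all counts the oocytes of 90–99 and 100–109 μm have the fewest expressed genes, 11014 and 11020, and at 250000 counts per oocyte those of 110–119 μm do, with 9292.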

A total of 10,320 genes were considered expressed in all groups. They were related to chromosome segregation, Golgi vesicle transport, regulation of translation, and establishment of organelle localization, among others (Supplementary Table S2), indicating that these pathways are active to a certain degree in all stages of oocyte growth. 

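With the raw counts, 10225 genes were expressed in every size group. The number was 10341 when genes with 0 counts in just 50% of the oocytes were taken as expressed, and 8258 at 250000 counts per oocyte, where 16534 genes had a count.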

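The number of genes expressed in a single group and lowly expressed in the other groups was 97 in oocytes < 60 μm in diameter, the most of any group. It was 85, 63 and 57 in the next 3 groups, 3 at 90–99 μm and 10 at 100–109 μm, and 46 and 55 in the groups of larger oocytes. At 250000 counts per oocyte the numbers were 116, 50, 76, 37, 16, 57, 33 and 70. The most lay at > 120 μm, with 120 genes against 91 at < 60 μm, when genes with 0 counts in just 50% of the oocytes were taken as expressed. They lay at 60–69 μm with all 179 oocytes, where < 60 μm had 48, and with 14 oocytes per group (a mean of 96.0 against 93.2), and at 70–79 μm within replicate 2, with 202 against 54. Among the oocytes of replicate 1 alone, no gene was expressed at 90–99 μm only.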

A small number of genes were identified as uniquely expressed in each group (Table 1, Supplementary Table S2), with the greatest number in oocytes < 60 μm in diameter (83 genes) and no genes uniquely expressed in 90–99 μm in diameter oocytes. Due to the small number, GO analysis did not find enriched pathways for the uniquely expressed genes.

**Table 1:** General analysis of gene expression in each experimental group

Group	Oocyte size (μm)	Follicle classification^a^	№ of samples	№ of lowly expressed genes^b^	№ of unique lowly expressed genes	№ of expressed genes	№ of unique expressed genes	№ of unique Top 100 expressed genes^c^
A	** < 60**	Secondary	21	5,542	173	11,437	83	4
B	**60–69**	Secondary	25	5,137	13	11,842	68	0
C	**70–79**	Transition	23	5,086	5	11,893	51	5
D	**80–89**	Early antral	24	5,145	3	11,834	48	3
E	**90–99**	Small antral	21	5,953	99	11,026	0	1
F	**100–109**	Medium antral	18	5,867	103	11,112	8	6
G	**110–119**	Large antral	19	5,464	35	11,515	38	9
H	** > 120**	Ovulatory	14	5,510	67	11,469	76	6
Common	-	-	165	4,365	-	10,320	-	-

^a^Follicle classification based on review by [8]

^b^Lowly expressed genes were identified as genes with zero counts in at least half of the samples for each group

^c^Top-100 genes are the highest expressed genes in each group according to mean counts

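A total of 5237 genes had 0 counts in 50% or more of the oocytes of every group. They were 5726 at 250000 counts per oocyte. A gene with 0 counts in an oocyte was not detectable at the depth of that library, which is no measure of its absence.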

Regarding the low abundance genes, 4,365 were present in all groups and their associated pathways are summarized in Supplementary Table S3. They include extracellular matrix organization, potassium ion transmembrane transport, and adaptive immune response. 

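The genes lowly expressed in 1 group and expressed in the other 7 numbered 187 at < 60 μm, 8 at 60–69 μm, 6 at 70–79 μm and 2 at 80–89 μm. In the larger oocytes they numbered 75 at 90–99 μm, 121 at 100–109 μm, 30 at 110–119 μm and 87 at > 120 μm. The oocytes < 60 μm also had the most at 250000 counts per oocyte, with 247 genes, where 90–99 and 100–109 μm had 31 each. Within replicate 2 the most lay at > 120 μm, with 273 genes against 51 at < 60 μm.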

A number of genes were uniquely lowly expressed in each group, the greatest number of which (173 genes) were identified in < 60 μm diameter oocytes (Table 1, Supplementary Table S3). Significantly enriched pathways were not assigned for any of the uniquely lowly expressed genes.

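The mean of the counts scaled to library size (CPM) over the oocytes of a group was used to rank genes. The gene ID ENSBTAG00000014834 ranked first at < 60 μm and in the groups from 80–89 to > 120 μm, with a mean between 7057.4 and 17837.2 CPM. ENSBTAG00000026085 ranked first at 60–69 μm, with 11400.6 CPM, and at 70–79 μm, with 24399.5 CPM (2.44% of the counts). Neither ID is paired with a symbol in the tables used. The 100 most abundant genes of a group held between 17.99% (SD 1.67, n = 21 oocytes), at < 60 μm, and 21.59% (SD 3.89, n = 19 oocytes), at 110–119 μm, of the counts of an oocyte on average.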

The Top-100 genes with the highest counts per million were ranked to detect the most abundant genes in each oocyte diameter group. Interestingly, while GO analysis revealed similar pathways populated across the groups, telomere maintenance and organization and histone H2B ubiquitination pathways were uniquely enriched in 60–69 μm and 110–119 μm diameter oocytes, respectively (Supplementary Table S4). A total of 48 Top-100 genes were common to all groups and a smaller number (1 to 9) were uniquely highly expressed in each group (summarized in Table 1; genes listed in Supplementary Table S5).

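With genes ranked by mean CPM, 40 genes were among the 100 most abundant in all 8 groups, and 185 were so in at least 1 group. The groups from < 60 to > 120 μm had 12, 1, 6, 1, 1, 6, 4 and 8 such genes of their own. ComBat-seq corrected counts moved the shared number most, to 50 genes.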

### Size-specific signature gene clusters identified in bovine oocytes

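Co-expression was measured here on the variance-stabilised values of the 165 oocytes after the mean of each replicate was removed. The 5496 most variable genes, 50% of those kept, entered a signed adjacency with a power of 7. Topological overlap and Ward's method then divided them into 7 clusters. WGCNA itself was not used, so these clusters need not hold the same genes as the modules of the paper. Each cluster was summarised by its first principal component, and diameters were permuted 100000 times within replicate to test its correlation with oocyte diameter, with adjustment over the 7 clusters. Oocytes count as independent in this test, so its p may be too small if they share an animal.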

Seven clusters of co-expressed genes correlated with oocyte size were identified by WGCNA (Supplementary Fig. S2), of which only two had a high correlation. The Blue module clustered genes that are positively correlated with oocyte size (*r* = 0.78; *p* < 0.01; 652 genes), indicating that their expression increases during oocyte growth. 

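Of the 7 clusters, the one with the highest correlation held 485 genes and had a Pearson's r of 0.837 with oocyte diameter (permutation test, two-sided p = 1e-05, the smallest the permutations can give; adjusted p = 1.8e-05 by Benjamini-Hochberg). Its Spearman's rho was 0.853, and r was 0.83 without the 2 oocytes farthest from the median diameter. Within replicate 1 r was 0.806 and within replicate 2 it was 0.876. Each of the 485 genes had a positive correlation of its own. A second cluster of 781 genes had an r of 0.672 with the same p, 0.748 in replicate 1, 0.574 in replicate 2 and 0.681 without the 2 farthest oocytes. Average linkage in place of Ward's method moved the highest r most, to 0.531, and gave 3 clusters only.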

Further, GO analysis using ShinyGO 0.77 using the protein-coding genome as background (FDR < 0.05) revealed response to stimulus, cell communication, and negative regulation of signalling as the most enriched biological pathways in this gene cluster (Fig. 2a). In contrast, the expression of genes in the Black module (*r* = -0.94; *p* < 0.01; 472 genes) was negatively correlated with oocyte size and was populated by genes related to cell development, regulation of cell–matrix adhesion, and electron transport chain, among others (Fig. 2b). 

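The lowest correlation was found in a cluster of 1897 genes, with an r of −0.641 and a rho of −0.649. The permutation p was again 1e-05, the smallest possible, and 1.8e-05 adjusted by Benjamini-Hochberg. The r was −0.677 within replicate 1 and −0.608 within replicate 2, and −0.642 without the 2 oocytes at the extremes of diameter. Of its genes, 68.2% had a negative correlation of their own, so the cluster also held genes that increased. With 10 clusters, the lowest r was −0.894, in a cluster of 1601 genes of which 69.7% were negatively correlated. Of the 22 members of oxidative phosphorylation complexes that are paired with a symbol, 11 fell in any of the 7 clusters and none in that of lowest r.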

Interestingly, the highest number of genes were clustered in the Red module and were weakly correlated with oocyte size (*r* = -0.026; *p* = 0.7; 2,053 genes), indicating their stable expression throughout the growth phase. 

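A cluster of 1341 genes had the weakest correlation, with an r of 0.017 (permutation test, two-sided p = 0.83, adjusted p = 0.83 by Benjamini-Hochberg) and a rho of 0.022. It was 0.015 in replicate 1 and 0.019 in replicate 2, and 0.054 without the 2 farthest oocytes. Positive correlations were found in 45.9% of its genes. Over all 10993 genes kept, 5228 had an r between −0.2 and 0.2.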

The main pathways in which these genes were enriched included the establishment of organelle localisation, protein catabolic process, tRNA aminoacylation for protein translation, response to decreased oxygen levels, nuclear envelope organization, and glycosylation, among others (Fig. 2c). A complete list of the identified genes in each module and their associated GO pathways as they relate to oocyte diameter, are provided in Supplementary Table S6 and Supplementary Fig. S3. Of particular note is the increased expression of genes involved in cell communication and decreased expression of the electron transport chain pathway components during bovine oocyte growth.

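Of the 77 genes listed for oxidative phosphorylation, 22 are paired with an ID here, all of ATP synthase or cytochrome c oxidase and none of complexes I, II or III, so they are no measure of the whole chain. Over the 165 oocytes, 11 of them correlated positively with diameter and 11 negatively, with a median r of 0.0. No single member was tested. Negative correlations were found for 7 of the 22 in replicate 1 and for 17 in replicate 2. With fewer than 80% of its members paired, no test was made of the list. COX1 and ATP8 are mitochondrial genes of the chain chosen after their values were seen. Their means fell from 5596 and 6151.5 CPM at < 60 μm to 1871.8 and 2402.7 CPM at > 120 μm. The fall was not steady. Both were lowest at 100–109 μm, with 1716.5 and 2195.3 CPM, and rose to 2857.9 and 3684.3 CPM at 110–119 μm. The r with diameter was −0.361 in replicate 1 and −0.469 in replicate 2 for COX1, and −0.148 and −0.561 for ATP8. For COX1, no comparison of successive groups had an adjusted p below 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the same held for ATP8.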

**Fig. 2:**
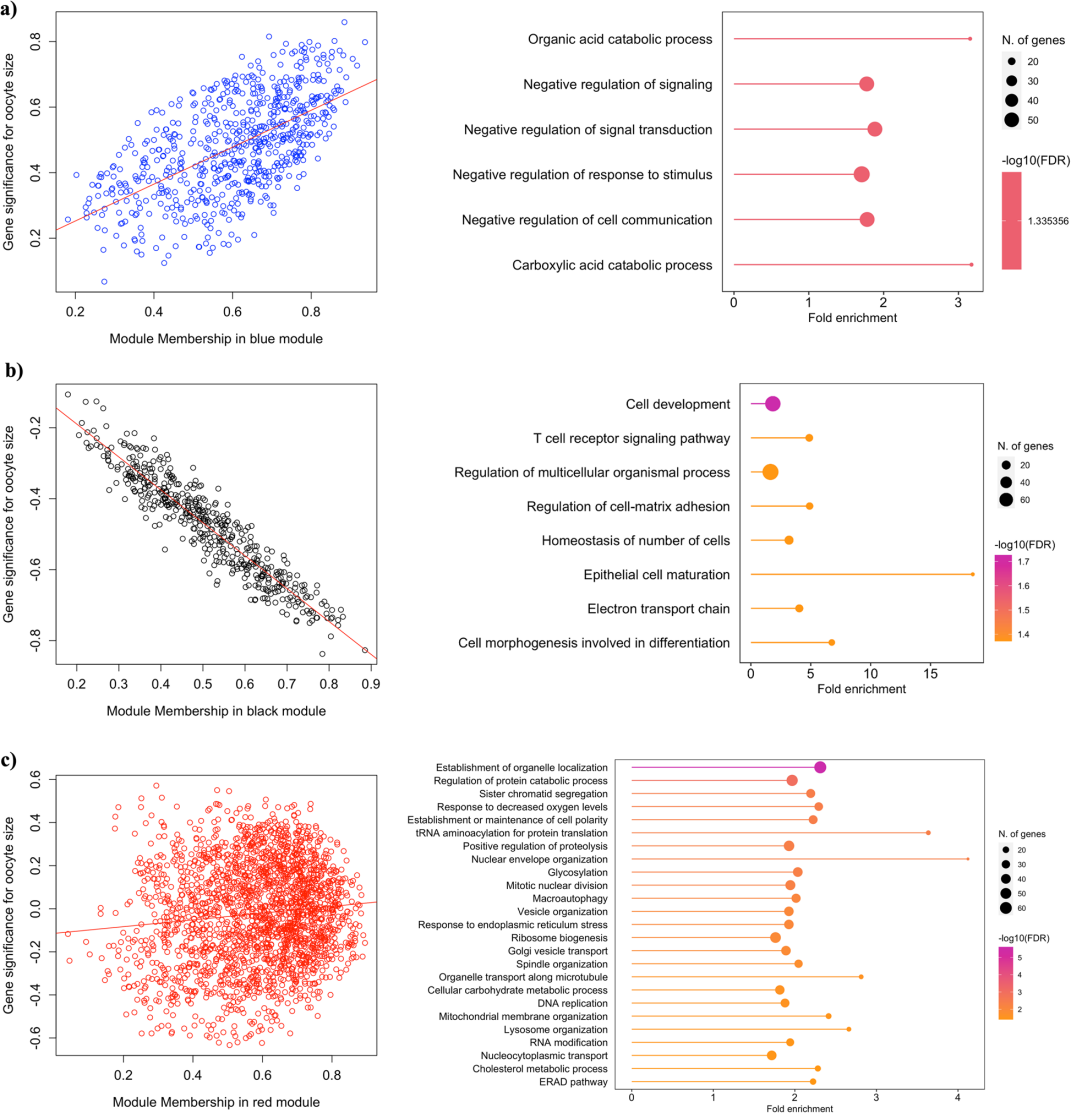
Modules of co-expressed genes correlated with oocyte size identified by WGCNA. Module Blue (**a**), Black (**b**), and Red (**c**) scatterplot between gene significance (correlation of gene expression profiles with an external trait *y*, oocyte size) and module membership (correlation between gene expression profile and module eigengene of a given module) and respectively enriched pathways from gene ontology analysis

### Identification of stage-specific genes during oocyte growth

A smaller cohort of genes (162) was identified by Trendy analysis as significantly changing in expression at a specific stage of oocyte growth. Many of these were also classified by WGCNA analysis as positively (58) or negatively (25) correlated with oocyte diameter. In addition, 5 additional patterns of expression were determined, which are represented in Fig. 3. For example, the expression of the genes *SLBP2* and *ZARL1* was initially stable and then increased after oocytes reached diameters of 70 and 80 μm, respectively. In contrast, the expression of *RGS2* and *WEE2* increased until oocytes attained a diameter of 100 μm, becoming stable after that point. 

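Variance-stabilised values of each gene were fitted here as straight segments over the diameter, with the replicate as a term, at most 3 breakpoints chosen by the Bayesian information criterion and at least 10 oocytes per segment. The Trendy package itself was not used. Of 10993 genes, 179 reached an adjusted R2 of 0.5, of which 76 had no breakpoint, 66 had 1, 36 had 2 and 1 had 3. The highest adjusted R2 was 0.809. As a ratio, the number moved most with all 179 oocytes, to 72 genes. It was 393 in replicate 1 alone and 208 in replicate 2 alone, and 93 of the 179 genes reached 0.5 in both. The pattern was up in 53 genes and down in 23. The first breakpoint lay at a median of 98 μm, with quartiles at 78 and 106 μm, in the 103 genes that had one. Of the 179 genes, 88 had an r above 0.7 with diameter and 35 an r below −0.7.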

All significantly expressed genes and respective breakpoints are listed in Supplementary Table S7. The identification of stage-specific expressed genes highlights the dynamic nature of their functional contribution to oocyte growth and acquisition of developmental competence.

**Fig. 3:**
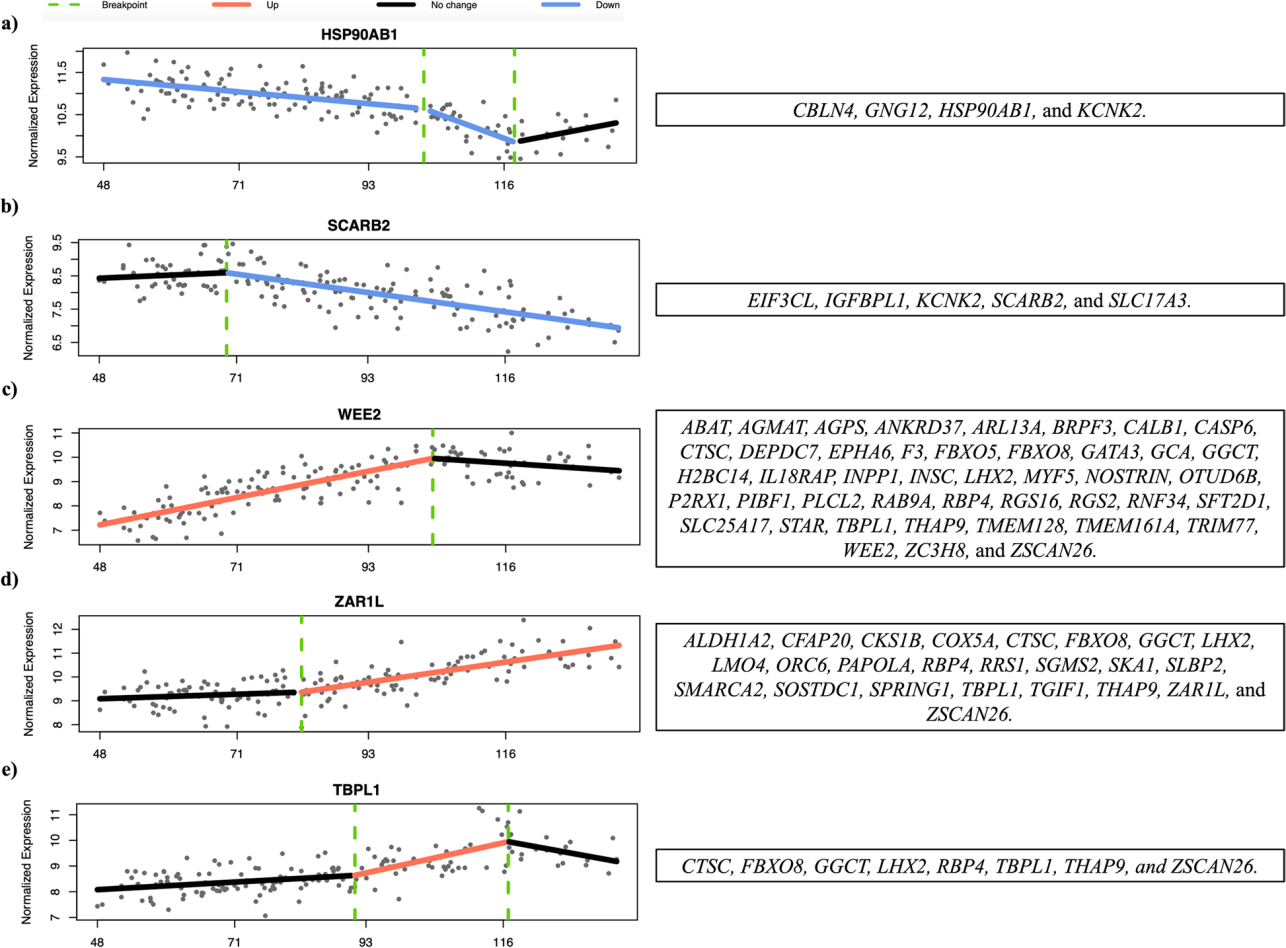
Genes selected by Trendy package that **a** decrease expression until a certain oocyte size and do not change after the breakpoint; **b** have a stable expression until a certain oocyte size and decrease after the breakpoint; **c** increase expression until a certain oocyte size and do not change after the breakpoint; **d** have a stable expression until a certain oocyte size and increase after the breakpoint; **e** increase in expression in the middle of the oocyte growth phase, having a stable expression before and after the breakpoints. The graphs show the normalised expression by Variance Stabilizing Transformation (DESeq2) across all samples ordered by the smallest to the biggest oocyte diameter (μm)

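CBLN4 (ENSBTAG00000017524), plotted in Fig. 3a, decreased up to a breakpoint at 98 μm and then did not change, with an adjusted R2 of 0.623. In 1000 bootstrap resamples of the oocytes within replicate, 95% of the breakpoints lay between 95 and 108 μm. CTSC (ENSBTAG00000011100), plotted in Fig. 3e, increased in 2 segments up to 82 and 108 μm and did not change afterwards, with an adjusted R2 of 0.624. Its breakpoints were less certain, with bootstrap intervals from 58.0 to 101 μm and from 77 to 124 μm. The other genes plotted in Fig. 3a, b and e are not paired with an ID in the tables used and are not analysed here.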

### Dramatic change in oocyte transcriptome at late stages of oocyte growth

To identify DEGs during oocyte growth, we initially compared the eight oocyte diameter groups in sequential order of ascending size. 

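DEGs were called here on the 16 sums of counts with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 14087 genes, at an adjusted p below 0.05. All 8 groups shared 1 fit with TMM normalization and the replicate as a block. The sums of the same replicate deviated from their group means together, with a correlation between 0.398 and 0.694 over 28 pairs of sums (median 0.579). The paper's unit, the single oocyte, was fitted as an alternative with the replicate as a term. In that fit, oocytes of the same animal, which the labels do not name, count as independent. Without the replicate block, 0 DEGs were called from the sums by edgeR in any of the 7 comparisons, with between 101 and 647 genes at an unadjusted p under 0.05.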

Because only 35 genes were differentially expressed between 60 and 60–69 μm diameter oocytes and two genes between 80–89 and 90–99 μm, these groups were combined, resulting in the final six oocyte diameter groups of < 70, 70–79, 80–99, 100–109, 110–119 and > 120 μm for this analysis. 

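Between < 60 and 60–69 μm, 2 genes were upregulated and none downregulated, with 4.5e2 genes (rounded) at an unadjusted p under 0.05. They are ENSBTAG00000012296, with a log2 fold change of 3.19 (standard error 0.42, adjusted p = 0.00531), and CALB1, with 9.38 (standard error 1.49, adjusted p = 0.0414), both by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and they were chosen for naming after their values were seen. Leaving out the sum of replicate 2 at < 60 μm gave 52 DEGs, leaving out that of 60–69 μm gave 0 DEGs by the same test, with 184 genes at an unadjusted p under 0.05, and without the 110–119 μm sum of replicate 1 there were 4. The number was 4 with single oocytes as units and 7 with DESeq2. Between 80–89 and 90–99 μm, edgeR called 0 DEGs, with 469 genes at an unadjusted p under 0.05, and DESeq2 also called 0. With oocytes as units the number was 0 as well, with 832 genes at an unadjusted p under 0.05, and with ComBat-seq counts it was 2. With only these 2 groups in the fit, edgeR called 54.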

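Between < 70 and 70–79 μm, 19 genes were upregulated and none downregulated in the sums, with 1063 genes at an unadjusted p under 0.05. The fit with single oocytes as units called 857 DEGs, 397 upregulated and 460 downregulated, and they included all 19. The 19 genes changed in the same direction in both replicates, which a call from 2 sums per group nearly requires, so this is no further evidence. Leaving out 1 sum moved the number to 176 without < 60 μm replicate 2, 3 and 5 without replicates 1 and 2 of 60–69 μm, and 2 and 6 without replicates 1 and 2 of 70–79 μm. CCL25 (ENSBTAG00000005581), which encodes a chemokine, had a log2 fold change of 2.42 (standard error 0.37, adjusted p = 0.0114 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its sums rose from 1.76 and 7.74 CPM in the smaller groups to 25.2 CPM in replicate 1, and from 1.52 and 1.71 to 8.19 CPM in replicate 2. ALDH1A1 (ENSBTAG00000008103), which encodes an aldehyde dehydrogenase, had a log2 fold change of 2.34 (standard error 0.38, adjusted p = 0.0156 by the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Over 30 alternatives, the adjusted p by the tool of each ranged from 2.14e-06 to 1 for CCL25 and from 6.56e-06 to 1 for ALDH1A1, and leaving out either sum of 60–69 or of 70–79 μm took both genes above 0.05. BMP15 (ENSBTAG00000045782) had a log2 fold change of 0.62 (standard error 0.33, adjusted p = 0.703 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and, with oocytes as units, of 0.57 (adjusted p = 0.0302 by the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment; range over its 30 alternatives 0.0131 to 1). Of 32 genes that the study names, BMP15, ACTL8 and BCAR4 are paired with an ID here. Over these 3, 0 were called by edgeR when adjusted over the list alone and 0 over all genes, and with oocytes as units 2 and 1 were. The study chose the list on these oocytes, so the former is not independent evidence.

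**Figure D3:**
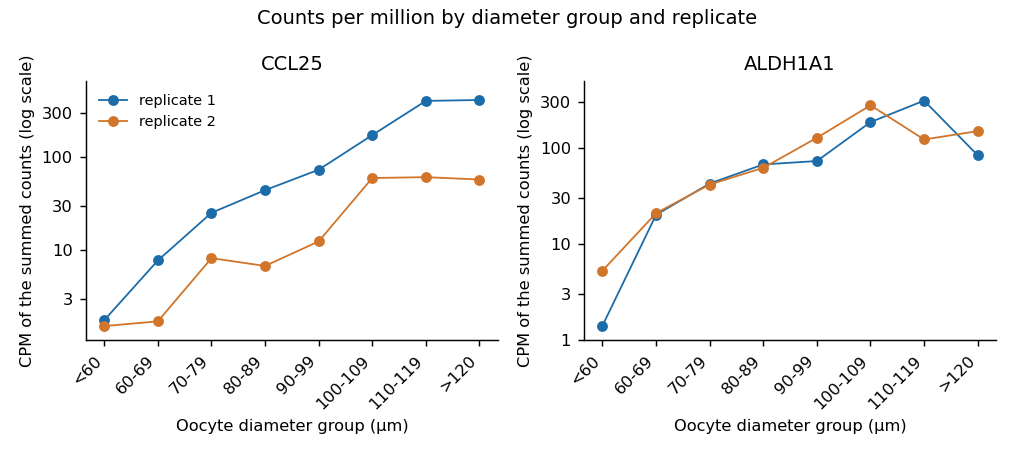
CPM of the sums (y axis, log scale) of CCL25 and ALDH1A1 in each size group (x axis, diameter in μm), 1 line per replicate. CCL25 rises from 1.76 CPM at < 60 μm to 413 CPM at > 120 μm in replicate 1 and from 1.52 to 57.5 CPM in replicate 2.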

The differential expression analysis revealed 941 DEGs for the comparison of < 70 and 70–79 μm, among which the upregulation of maternal-effect genes (*BMP15, GDF9, NLRP5, PADI6, ZP2, ZP3, ZP4*) in 70–79 μm oocytes is particularly noteworthy. GO analysis revealed protein refolding, negative regulation of cell adhesion, and phospholipid transport as upregulated pathways, and ribosome biogenesis and mitochondrial respiratory chain as downregulated in 70–79 μm in diameter oocytes (Fig. 4a; Supplementary Table S8). A total of 274 DEGs were detected in the comparison of 70–79 and 80–99 μm diameter oocytes, including the upregulation of maternal-effect genes *DPPA3*, *FABP3*, and *OOSP2* and the pathways ribonucleoprotein complex, ribosome biogenesis, translation, and RNA processing in 80–99 μm oocytes (Fig. 4b; Supplementary Table S9). 

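Between 70–79 and 80–99 μm, edgeR called 0 DEGs from the sums, with 780 genes at an unadjusted p under 0.05. DESeq2 called 18 on the same sums, 16 upregulated and 2 downregulated. Taking single oocytes as units gave 292 DEGs, 167 upregulated and 125 downregulated, and ComBat-seq counts gave 191 upregulated and 154 downregulated. Leaving out the < 60 μm sum of replicate 1 gave 1 DEG. In simulated sums with 200 genes changed by 2 on the log2 scale, edgeR recovered 154 (77%) for this comparison. The changed genes had a mean of at least 1 CPM, so this says nothing about smaller changes or less abundant genes. DPPA3, FABP3 and OOSP2 are not paired with an ID in the tables used and are not analysed here.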

The list of downregulated genes (94) included *IDH3B*, *KDM5A*, *SOD2*, *STT3A*, and *ZP4*, however, GO terms were not identified. The comparison between 80–99 and 100–109 μm oocyte diameter groups showed 796 DEGs. 

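In the sums, 61 genes were upregulated and 9 downregulated between 80–99 and 100–109 μm, 70 in all. DESeq2 called 514 DEGs and the fit with single oocytes as units 679, which included 67 of the 70. The number was 2.9e2 (rounded) and 291 without replicates 1 and 2 of < 60 μm, 35 and 0 without those of 80–89 μm, 30 and 0 without those of 90–99 μm, 0 and 2.8e2 (rounded) without those of 100–109 μm, and 123 and 111 without those of 110–119 μm. With the deepest oocyte of 100–109 μm left out, edgeR called 0. At an unadjusted p under 0.05 there were 2263 genes with all sums. CCL25 increased again, with a log2 fold change of 2.15 (standard error 0.35, adjusted p = 0.023 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ARRDC2 (ENSBTAG00000039335) increased by 2.01 (standard error 0.34, adjusted p = 0.023 by the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment) and held 2.9e2 CPM in replicate 1 and 46.8 CPM in replicate 2 at 100–109 μm. NAALAD2 (ENSBTAG00000000284) fell by 3.12 on the log2 scale (standard error 0.65, adjusted p = 0.0376 by the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), to 0.314 and 0.743 CPM. Both turned back at 110–119 μm, ARRDC2 with a log2 fold change of −1.79, to 46.7 and 28.7 CPM, and NAALAD2 with one of 2.52, to 1.78 and 4.47 CPM. CCL25 and ARRDC2 were above 0.05 without replicate 2 of 80–89 or 90–99 μm or replicate 1 of 100–109 μm, and NAALAD2 in 7 of the 16 fits that left out a sum. Over 30 alternatives, the adjusted p by the tool of each ranged from 1.89e-05 to 1 for CCL25, from 4.52e-05 to 1 for ARRDC2 and from 0.000502 to 1 for NAALAD2.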

GO analysis revealed oocyte maturation and development, mitotic metaphase plate congression, microtubule-based process, and progesterone-mediated oocyte maturation as significantly upregulated pathways, in addition to organelle localization, mRNA metabolic process, and intracellular transport as downregulated pathways in 100–109 μm oocytes (Fig. 4c; Supplementary Table S10). The highest number of DEGs (4,364) was identified in the comparison of gene expression in 100–109 versus 110–119 μm diameter groups. 

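This step also had the most DEGs in the sums among the successive groups, 547, of which 281 were downregulated in 110–119 μm oocytes and the others upregulated. The rank was lost with only the groups compared in the fit (22 DEGs here and 983 between 80–99 and 100–109 μm) and with all 179 oocytes (2 DEGs here and 7 between < 70 and 70–79 μm). It was also lost without the 100–109 or the 110–119 μm sum of replicate 1, and with the oocytes of replicate 2 alone as units (1 DEG here and 23 between 70–79 and 80–99 μm). At an unadjusted p under 0.05 there were 3667 genes. Single oocytes as units gave 4062 DEGs, and 540 of the 542 sum-based DEGs tested in that fit were among them. Leaving out a sum gave 1193 and 1190 DEGs without replicates 1 and 2 of < 60 μm, 145 and 79 without those of 60–69 μm, 230 and 157 without those of 80–89 μm, 307 and 254 without those of 90–99 μm, 0 and 1478 without those of 100–109 μm, and 0 and 1446 without those of 110–119 μm. The test by edgeR with 1 of these groups in 1 sum takes the lone sum to vary like the other groups. With only the oocytes of these groups and replicate 1 in the fit, 4125 of 8370 genes were called between the 2 groups, 11 oocytes against 12, and within replicate 2 edgeR called 0 of 8038 genes, 7 oocytes against 7. CASP1 (ENSBTAG00000050239), a caspase, increased by 1.82 on the log2 scale (standard error 0.30, adjusted p = 0.0283 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). BCAR4 (ENSBTAG00000048279) increased by 1.52 (standard error 0.26, adjusted p = 0.0283 by the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), from 74.7 to 231 CPM in replicate 1 and from 86.9 to 2.3e2 CPM in replicate 2. CAND2 (ENSBTAG00000015273) fell by 2.12 (standard error 0.39, adjusted p = 0.0283 by the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment) and COPG1 (ENSBTAG00000013212) fell by 1.88 (standard error 0.36, adjusted p = 0.0283 by the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). These 4 genes were above 0.05 without replicate 1 of 100–109 μm or of 110–119 μm, and kept their direction in all 16 fits that left out a sum. Over 30 alternatives, the highest adjusted p by the tool of each was 0.835 for the 4 genes, and the lowest was 6.03e-07 for CASP1, 5.04e-08 for BCAR4, 7.7e-06 for CAND2 and 3.56e-08 for COPG1. Adjusted over the list alone, 1 of the 3 study-named genes was called, BCAR4, as it was over all genes.

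**Figure D4:**
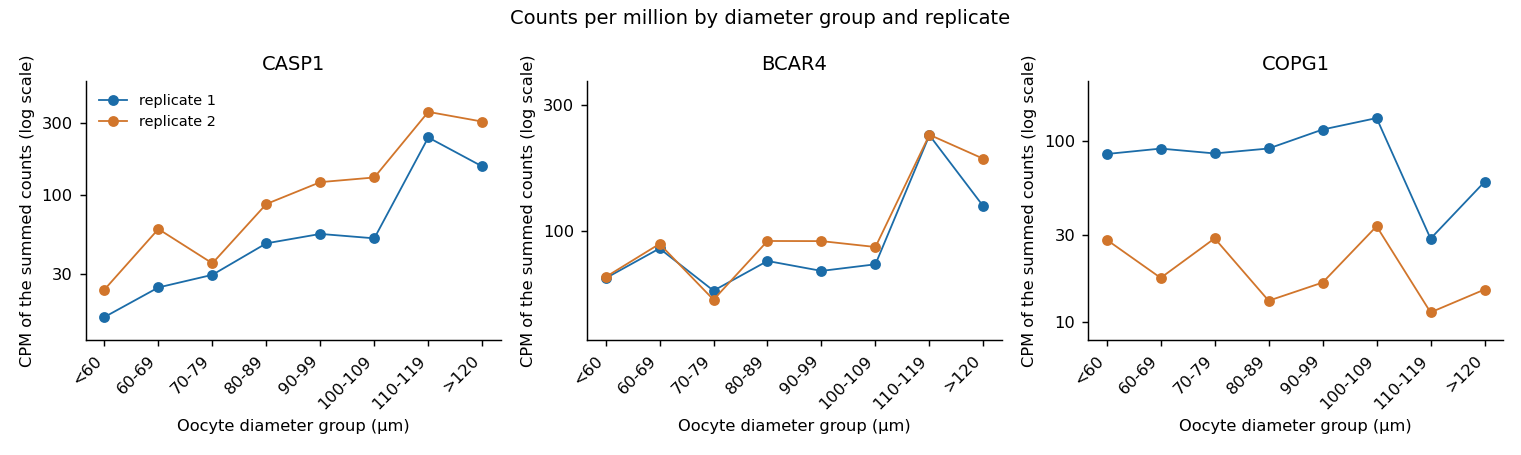
CPM of the sums (y axis, log scale) of CASP1, BCAR4 and COPG1 in each size group (x axis, diameter in μm), 1 line per replicate. Between 100–109 and 110–119 μm, COPG1 falls from 133 to 28.8 CPM in replicate 1 and from 33.7 to 11.3 CPM in replicate 2.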

Enriched upregulated pathways included chromosome and sister chromatid segregation, DNA repair, and meiotic cell cycle, while negative regulation of organelle organization, positive regulation of GTPase activity, and negative regulation of telomere maintenance were enriched downregulated pathways in 110–119 μm oocytes (Fig. 4d; Supplementary Table S11). 

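Of 83 genes listed for chromosome segregation, 23 are paired with an ID, too few for a test of the list. They are AURKA, AURKB, AURKC, BIRC5, BUB1, BUB1B, BUB3, CDC20, CDCA8 and genes named CENP, so they are no measure of the whole process. Between 100–109 and 110–119 μm, 15 of the 23 were higher and 8 lower, with a median log2 fold change of 0.28. The median stayed between 0.03 and 0.50 when each sum was left out in turn and was above 0 in the other alternatives, at 0.00 with the oocytes of replicate 2 alone. CENPE and CENPH were upregulated and CDC20 downregulated in the sums, 3 genes named after their values were seen, and with single oocytes as units 9 of the 23 were upregulated and 1 downregulated. In its discussion, from the genes that increased over growth and their pathways in oocytes above 100 μm, the paper reasons that the last phase of transcription matters for the transcripts needed to resume meiosis and complete maturation.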

The final analysis, comparing 110–119 and > 120 μm diameter oocytes, identified 178 upregulated DEGs, associated with negative regulation of metabolic pathways, cellular catabolic processes, and RNA processing in > 120 μm oocytes. 

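Between 110–119 and > 120 μm, edgeR called 0 upregulated genes in the sums, and 1564 genes had an unadjusted p under 0.05 in either direction. DESeq2 called 2 upregulated genes. There were 93 with single oocytes as units and 174 with ComBat-seq counts.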

A higher number of DEGs (701) were downregulated and they were assigned to the regulation of DNA-directed DNA polymerase activity, translational initiation, protein localization to endoplasmic reticulum, sister chromatid segregation, and DNA replication, among others (Fig. 4e; Supplementary Table S12). 

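In the sums, 1 gene was downregulated at > 120 μm. DMAC1 (ENSBTAG00000015963), which encodes a factor for the assembly of mitochondrial complex I, had a log2 fold change of −5.21 (standard error 0.76, adjusted p = 0.0198 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its counts were 80 at 110–119 μm and 2 at > 120 μm in replicate 1, a ratio of CPM of 0.0293 (95% counting interval 0.00349 to 0.109). In replicate 2 they were 63 and 1, a ratio of 0.0331 (0.000826 to 0.192). DMAC1 was above 0.05 without the > 120 μm sum of replicate 1 (adjusted p = 0.582) or replicate 2 (adjusted p = 0.194), by the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, in a range of 0.000164 to 1 over its 30 alternatives. The number of DEGs in this comparison was 0 without either of these sums, 2 without the 110–119 μm sum of replicate 1 and 295 without that of replicate 2. With single oocytes as units 425 genes were downregulated, DMAC1 among them.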

Following the differential expression analysis, 5,520 genes were identified which did not change significantly across any of the comparisons described above. These genes may be described as having a stable expression throughout bovine oocyte growth. They are involved in protein modification and transport, mitotic spindle organization, methylation, histone modification, and mRNA splicing, among others (Supplementary Table S13). Many of these genes (~ 1,000) were also present in the WGCNA modules (Green and Red) with a weak correlation between expression and oocyte size, supporting a stable expression profile across the bovine oocyte growth phase. 

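In the sums, 13469 of the 14087 tested genes (95.6%) had no call in any of the 5 comparisons of the final groups. With single oocytes as units they were 6060 of 10993 genes (55.1%), and with oocytes as units at 250000 counts 3525 of 6894, the alternative that moved the number most but also tested the fewest genes. A gene without a call is not shown to be unchanged. Of the genes with an r above 0.7 with diameter, 72.2% had no call in the sums, and of those below −0.7, 93.3% had none.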

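The number of DEGs depended on the unit that was compared. In simulated sums with 200 genes changed by 2 on the log2 scale, edgeR recovered 161 (80.5%) between < 70 and 70–79 μm, 164 (82%) between 80–99 and 100–109 μm, 123 (61.5%) between 100–109 and 110–119 μm and 72% of them between 110–119 and > 120 μm, with between 5 and 11 false calls. With single oocytes as units, 183 of 200 (91.5%) were recovered between 100–109 and 110–119 μm, with 7 false calls. These oocytes were simulated as independent, so the test says nothing about oocytes that share an animal. Their changed genes came from all genes kept in the fit, while those of the sums came only from genes above a cut on mean CPM. The percentages thus rest on unlike genes, and they do not cover smaller changes.

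**Figure D5:**
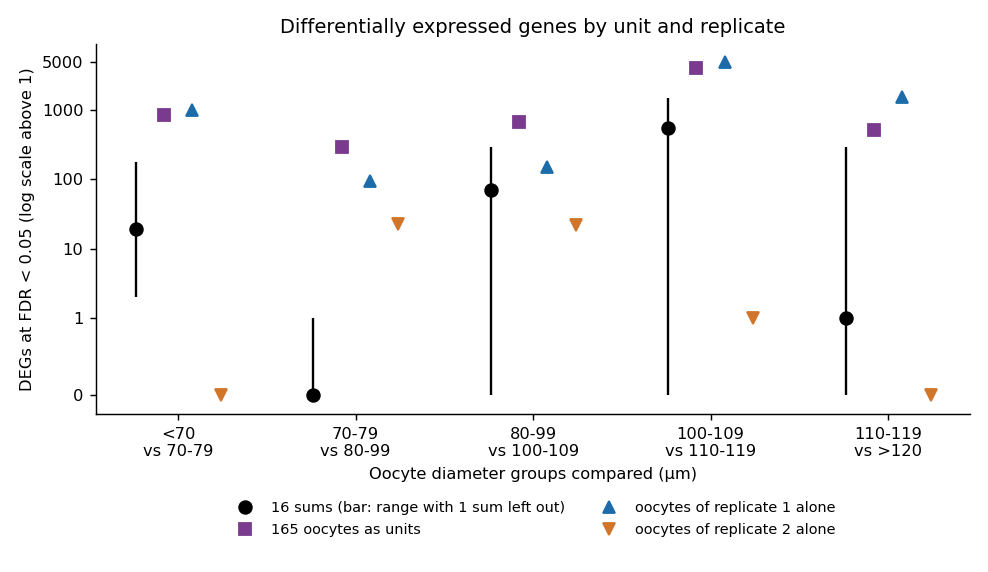
Number of DEGs (y axis, log scale above 1) in each comparison of successive groups (x axis, diameter in μm), from the 16 sums (the bar gives the range when 1 sum is left out), from 165 single oocytes as units and from the oocytes of each replicate alone, with all groups in each fit. The step from 100–109 to 110–119 μm has the most DEGs from the sums, 547, and from single oocytes, 4062, with 5016 in replicate 1 alone and 1 in replicate 2 alone.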

The differential expression analysis revealed the progressive and sometimes dramatic changes in gene expression from one oocyte size group to the other, indicating the diversity and necessity of specific genes according to the stage of oocyte development.

**Fig. 4:**
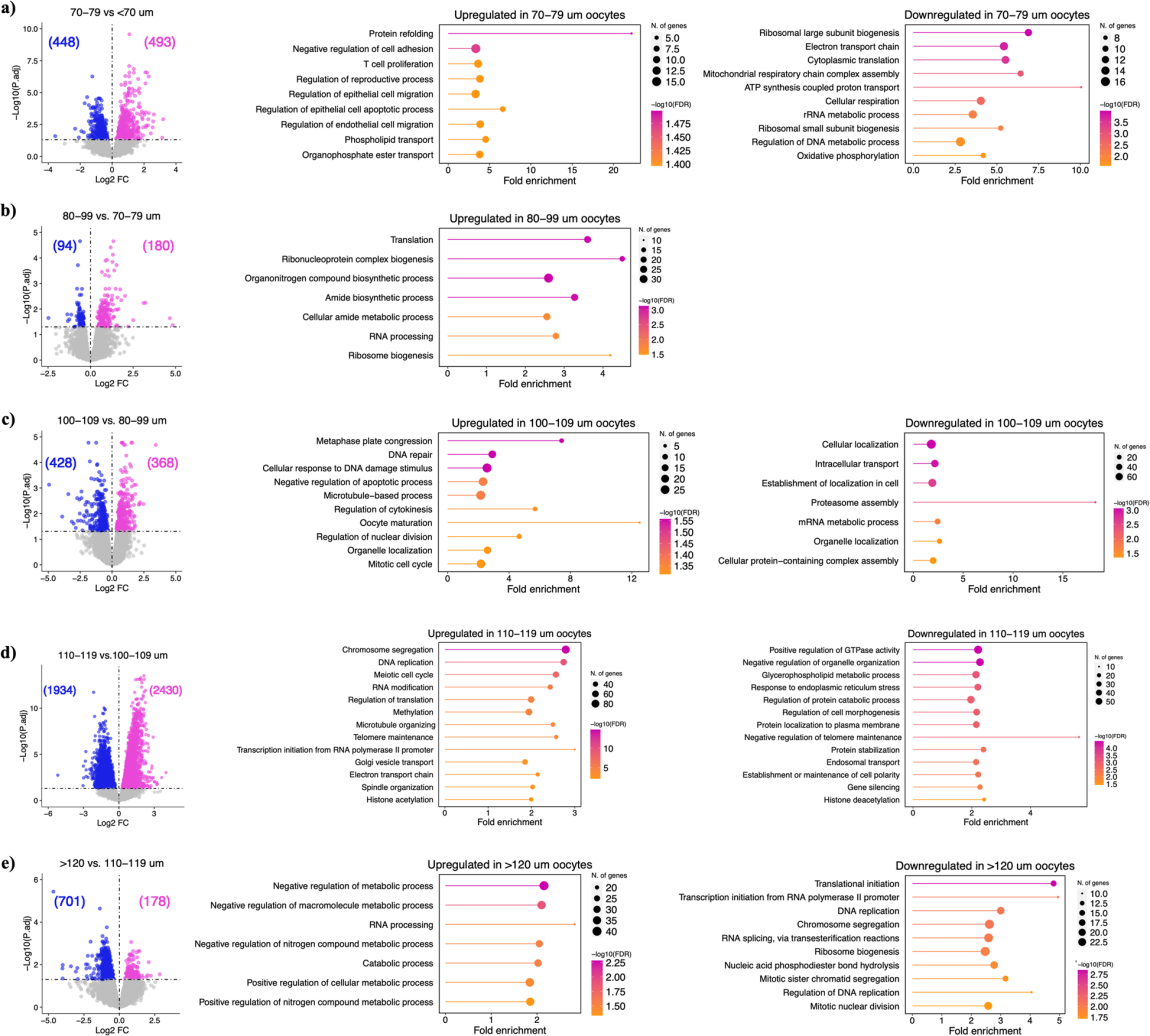
Differential expression analysis. Volcano plot of the DEGs and respective up and downregulated pathways from GO analysis between the groups (**a**) < 70 and 70–79 μm oocytes; (**b**) 70–79 and 80–99 μm oocytes; (**c**) 80–99 and 100–109 μm oocytes; (**d**) 100–109 and 110–119 μm oocytes; (**e**) 110–119 and > 120 μm oocytes. Upregulated genes are represented in pink and downregulated genes are represented in blue

## Discussion

Employing scRNA-seq, the present study provides a detailed characterisation of the bovine oocyte transcriptome from the onset of transcription in the secondary follicle to the completion of the growth phase and cessation of transcription in the oocyte of the mid-antral follicle. Here we present novel knowledge identifying a panel of core genes whose stable expression is likely essential to maintain homeostasis and provide the optimal environment for stage-specific processes to take place and reveal the genes and pathways that are differentially regulated at specific stages of oocyte growth.

The interpretation of the scRNA-seq data was carried out with the knowledge that the artificial selection of long poly(A) tails mRNA by the RNA extraction technique may not reflect the full biological picture. While the bovine model permits functional analyses during maturation, fertilization and early cleavage stages in vitro, the lack of a robust in vitro oocyte growth culture system restricts our ability to study specific gene functions during oocyte growth, at present.

### Mammalian oocyte growth-associated transcriptome changes: shared and species-specific features

When compared to datasets from similar studies, our data shows greater similarities with data from human growing oocytes than from mouse. We identified 21,218 transcripts in bovine oocytes compared to 20,100 in humans [39] and 21,402 – 32,775 in mouse [14]. From the 21,218 genes, 11,112—11,893 genes met our stringency criteria for inclusion as an expressed gene in our dataset, within which the expression of 5,520 did not change significantly across the bovine oocyte growth phase. 

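In the sums, 618 genes were called in at least 1 of the 5 comparisons of successive groups. With single oocytes as units the number was 4933 genes.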

In stark contrast to data from mouse, where fewer than 4% of genes were differentially expressed during the oocyte growth phase [14], we identified ~ 5000 DEGs across consecutive stages of oocyte development in our study. Moreover, this scale of dynamic gene expression is comparable to human oocyte growth, where 2,326 DEGs were detected in primary follicle oocytes [39], highlighting the relevance of the bovine oocyte model to human fertility research.

### Changes in energy production during oocyte growth: expression of transcripts related to oxidative phosphorylation is negatively correlated with oocyte size

To identify key genes and pathways specific to each stage of bovine oocyte development, several methods of data analysis were employed, allowing us to scrutinize genes whose expression changes according to the oocyte diameter. A cohort of genes, mainly associated with energy production through the electron transport chain, was identified by WGCNA as negatively correlated with oocyte size. Generally, pyruvate consumption is higher in oocytes from primordial through secondary follicles (reviewed by [40]). At the time of antrum formation, there is an increase in glycolytic activity, especially when oxygen availability is limited in the late preantral to early antral stage and at the early preovulatory stage [41, 42]. The expression pattern of genes involved in oxidative phosphorylation agrees with these studies, since it was highest in early (< 70 μm) and late (110–119 μm) growth-stage oocytes, suggesting a balance between glycolysis and oxidative phosphorylation in the mid-phase of oocyte growth.

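The direction of the 22 paired genes of oxidative phosphorylation alternated between the groups. From < 70 to 70–79 μm, 17 were lower and 5 higher (median log2 fold change −0.29), from 70–79 to 80–99 μm 17 were higher (0.31), from 80–99 to 100–109 μm 19 were lower (−0.50), and from 100–109 to 110–119 μm 17 were higher (0.47). The signs of these 4 medians held with RLE in place of TMM normalization, in each fit that left out 1 sum and in the other 13 alternatives. From 110–119 to > 120 μm 16 were lower (−0.21), with the sign held under RLE and in 9 of the 13 other alternatives, up to a median of 0.15. In the sums, ATP5PO and ATP5PD were upregulated between 100–109 and 110–119 μm, named after their values were seen, and the earlier steps had no call by edgeR for these genes. By single oocytes, 6 were downregulated at 70–79 μm, 4 upregulated at 80–99 μm, and 9 upregulated and 3 downregulated at 110–119 μm. The mean CPM was highest at < 60 μm for 8 of the 22 genes, at 60–69 μm for 1, at 70–79 μm for 3, at 80–89 μm for 4, at 110–119 μm for 1 and at > 120 μm for 5. In the mean of the 70–109 μm groups, 15 of the 22 were lower than at < 70 μm (median log2 fold change −0.20) and 15 lower than at ≥ 110 μm (−0.14), and both signs held in all 30 alternatives. Against < 70 μm, 0 were called higher and 1 lower in the sums, and 2 higher and 7 lower with oocytes as units. Against ≥ 110 μm, 3 were called higher and 2 lower in the sums, and 4 higher and 11 lower with oocytes as units. From the stages where expression was highest, the paper proposes a balance between glycolysis and oxidative phosphorylation in the middle of the growth phase.

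**Figure D6:**
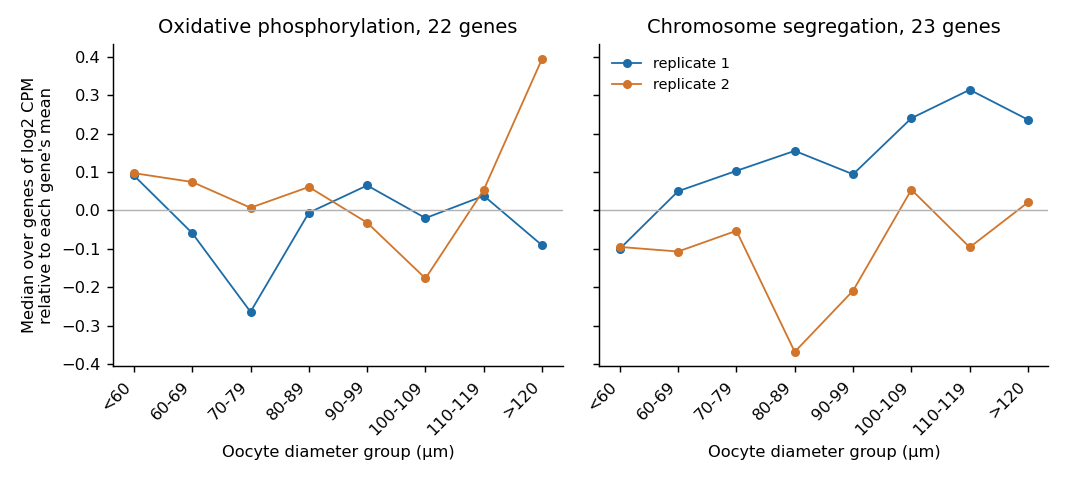
Median over genes of the log2 CPM relative to the mean of each gene (y axis) by size group (x axis, diameter in μm), 1 line per replicate, for the 22 paired genes of oxidative phosphorylation and the 23 of chromosome segregation. For oxidative phosphorylation at 70–79 μm the median is −0.26 in replicate 1 and 0.01 in replicate 2, and at > 120 μm −0.09 and 0.40.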

### Genes positively correlated to oocyte size

The expression of a cohort of genes (103) was highly positively correlated with oocyte diameter (> 0.7). 

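Over 10993 genes, log2(CPM + 1) of the 165 oocytes, with the mean of each replicate removed, had an r above 0.7 with the diameter for 90 genes and below −0.7 for 45. The highest r was 0.887 and the lowest −0.841. With all 179 oocytes 32 genes lay above 0.7, the alternative that moved this number most as a ratio. Within replicate 1 alone 162 did, and within replicate 2 117. All 90 genes correlated positively in both replicates, which their selection by r over both makes likely, and 56 lay above 0.7 in both. Of the 11 genes singled out by their DEG calls or by the study and tested for correlation, CCL25 had the highest r, 0.865, with a rho of 0.874, 0.905 in replicate 1, 0.823 in replicate 2 and 0.871 without the 2 oocytes farthest from the median diameter. CASP1 had an r of 0.773 and a rho of 0.79, with 0.811 and 0.73 within the replicates and 0.763 without the 2 farthest. For CCL25 and CASP1, each p from permuting the diameters was 1e-05, two-sided, the smallest that 100000 permutations can give. The adjusted p was 1.6e-05 for r and 1.4e-05 for rho over the 11 genes by Benjamini-Hochberg. Among the 11, CAND2 showed no relation, with an r of −0.014 (permutation test, two-sided p = 0.86). NAALAD2, COPG1 and DMAC1 correlated negatively, with an r of −0.344, −0.316 and −0.615. The genes were singled out for changes between size groups of the same oocytes or by the study, so these p are not independent evidence. They also take oocytes as independent, although oocytes may share an animal. DPPA3, ESRRG, SLBP2 and WEE2 are not paired with an ID in the tables used.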

The cohort includes the maternal factor *DPPA3*, the estrogen receptor *ESRRG*, the oocyte-specific histone RNA binding protein *SLBP2*, and the oocyte meiosis inhibitor *WEE2*. A similar correlation analysis was undertaken in mouse oocytes [43]. Comparing the two datasets, we determined the expression pattern of *DCLRE1A, OOSP2, OTUD6B, RGS2, STK35,* and *ZAR1L* to be conserved between the two species. Furthermore, WGCNA was also used to analyze human oocyte samples from primordial to pre-ovulatory follicles with the identification of a module of co-expressed genes that were highly correlated (0.78) to oocytes from antral follicles [44]. 

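ACTL8 (ENSBTAG00000006438) and BCAR4 could be followed over the 165 oocytes. ACTL8, which encodes an actin-like protein, had an r of 0.463 with diameter and a rho of 0.45, with 0.506 in replicate 1, 0.41 in replicate 2 and 0.48 without the 2 oocytes farthest from the median diameter. BCAR4 had an r of 0.517 and a rho of 0.457, with 0.51 and 0.529 in the replicates and 0.497 without the 2 farthest. Each p from 100000 permutations within replicate was 1e-05, two-sided and the smallest they can give, or 1.6e-05 for r and 1.4e-05 for rho adjusted over 11 genes. The study found both genes on these oocytes, so the p are not independent evidence, and they take oocytes as independent. In the sums, ACTL8 held 2.13 CPM at < 60 μm and 25.2 CPM at > 120 μm in replicate 1, where its highest value was 42.8 CPM at 100–109 μm. In replicate 2 it went from 2.54 to 10.0 CPM.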

Several of which, including *ACTL8, BCAR4, GDF9, KHDC3L, NLRP2, ZARL1,* and *WEE2,* were also present in our list of genes positively correlated to oocyte size, indicating their importance to the development of oocytes in antral follicles in multiple species.

The genes that increased in expression across the bovine oocyte growth phase were primarily associated with mechanisms that enable the oocyte to successfully complete maturation and fertilization, particularly genes related to chromosome segregation, meiotic nuclear division, centromere complex assembly, and cytoskeleton organization. These pathways were preferentially upregulated in oocytes > 100 μm in diameter. Thus, our data highlights the importance of the last phase of transcription, as the bovine oocyte reaches the fully-grown stage, for accumulating transcripts required for the resumption of meiosis and completion of maturation.

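Of the 23 paired genes of chromosome segregation, which are no measure of the whole process, 18 correlated positively with diameter and 5 negatively, with a median r of 0.312. No single member was tested. Negative correlations were found for 5 of the genes in replicate 1 and for 7 in replicate 2. Between 80–99 and 100–109 μm, 12 of them were higher and 11 lower, with a median log2 fold change of 0.09 that turned to −0.22 without the 100–109 μm sum of replicate 2 and stayed above 0 in the other 15 fits that left out a sum. With oocytes as units on ComBat-seq counts it was −0.03, and −0.06 with the size group kept in ComBat-seq, an alternative chosen after the data were seen. At this step 0 of the genes were called in the sums, and with oocytes as units 4 were called higher and 0 lower. Between 110–119 and > 120 μm, 8 were higher and 15 lower. In the mean of the 70–109 μm groups, 19 were lower and 4 higher than in ≥ 110 μm oocytes, with a median log2 fold change of −0.30 that kept its sign in all 30 alternatives. Of these genes 6 were called lower in the sums, and with oocytes as units 12 lower and 2 higher.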

Well-orchestrated changes occur in the oocyte nucleus before maturation. Chromatin condensation and cessation of transcription are hallmarks of the end of the oocyte growth phase [45]. Many of the DEGs were downregulated in the largest oocyte diameter group (> 120 μm), likely related to the reduction in transcription activity at this stage. Conversely, genes associated with chromatin condensation and suppression of transcription were upregulated. For example, *DPPA3*, also known as *STELLA*, is essential for chromatin condensation as *Dppa3*-null mice oocytes failed to progress from a non-surrounded nucleus (NSN) to a surrounded nucleus (SN) and to repress transcription [46]. This function may be conserved in bovine since the observed increase in *DPPA3* parallels the first signs of decreased mRNA transcription and nucleolus deactivation in oocytes from 100–110 μm in diameter [11, 45, 47]. Histone modification also plays an important role in the cessation of transcription and increased H3K4me3 and H3K9me3 are related to inactivation of the oocyte transcriptome [48]. Here we report an incremental increase in histone methyltransferases and a reduction in histone deacetylases and demethylases, in addition to increased expression of *H3-3B* and *SLBP2*, which protect histones from early translation [49], during the final stages of oocyte growth (110–119 μm diameter group).

One of the main objectives of transcription during oocyte growth is the accumulation and storage of mRNA to support oocyte maturation and embryo development until the embryonic genome is activated [45, 50]. Indeed, *ZAR1L* expression increased throughout bovine oocyte growth and was one of the unique Top-100 expressed genes in oocytes > 120 μm in diameter. The proteins ZAR1 and ZAR2 (also known as ZAR1L) were previously identified as RNA-binding proteins participating in mRNA storage and oocyte maturation [51, 52]. Thus, the increase in *ZAR1L* expression likely indicates its role in mRNA storage towards the end of the bovine oocyte growth phase. We also identified candidate genes that might be preferentially transcribed for storage and later translation, since their main function is related to oocyte maturation, including *WEE2, OOSP2,* and *RSG2*. *WEE2* is known to prevent premature resumption of oocyte meiosis, but it also plays a role in metaphase II progression during fertilization [53]. The oocyte-specific protein *OOSP2* is required during maturation [54] together with *RGS2*, which inhibits early Ca^2+^ release [55] and helps with chromosome segregation through association with β-tubulin [56].

### The expression of maternal-effect genes

In addition to the identification of genes associated with oocyte diameter discussed above, the expression pattern of oocyte-specific and maternal-effect genes is noteworthy. 

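The mean of the 70–79, 80–89, 90–99 and 100–109 μm groups was compared with the smaller and with the larger oocytes. Against < 70 μm, 722 genes were higher and 616 lower in these oocytes, and against the groups from 110 μm 1082 were higher and 998 lower. The first number, 1338 in all, was 550 without replicate 1 of < 60 μm, and 504 and 557 without replicates 1 and 2 of 60–69 μm. The second, 2080 in all, was 981 without replicate 1 of 110–119 μm and 1006 without replicate 2 of > 120 μm. BMP15 was higher than at < 70 μm by a log2 fold change of 0.66 (standard error 0.25, adjusted p = 0.0986 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and by 0.68 with oocytes as units (adjusted p = 1.4e-05 by the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment; range over its 30 alternatives 2.49e-06 to 0.533). It passed 0.05 without the 110–119 μm sum of replicate 1 (adjusted p = 0.0268) or replicate 2 (adjusted p = 0.0324) by the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment. Against the larger oocytes its log2 fold change was −0.21 (standard error 0.24, adjusted p = 0.611 by the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), and 0.15 without the 110–119 μm sum of replicate 2. With oocytes as units it was 0.42 within replicate 1 (adjusted p = 0.0438) and −0.68 within replicate 2 (adjusted p = 0.0233), by the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, in a range of 0.0233 to 0.931 over its 30 alternatives. The highest sum lay at 90–99 μm in replicate 1, with 1400 CPM, and at > 120 μm in replicate 2, with 2080 CPM. Over the 165 oocytes BMP15 had an r of 0.264 with diameter (permutation test, two-sided p = 0.0005, adjusted p = 0.00055 over 11 genes by Benjamini-Hochberg) and a rho of 0.371 (permutation test, two-sided p = 1e-05, the smallest it can give, adjusted p = 1.4e-05 by Benjamini-Hochberg), but an r of 0.019 within replicate 1 and 0.627 within replicate 2, and of 0.246 without the 2 oocytes farthest from the median diameter. The relation thus held in replicate 2 only, and its p take oocytes as independent. NLRP2, NLRP5, PADI6 and TLE6 are not paired with an ID in the tables used and are not analysed here.

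**Figure D7:**
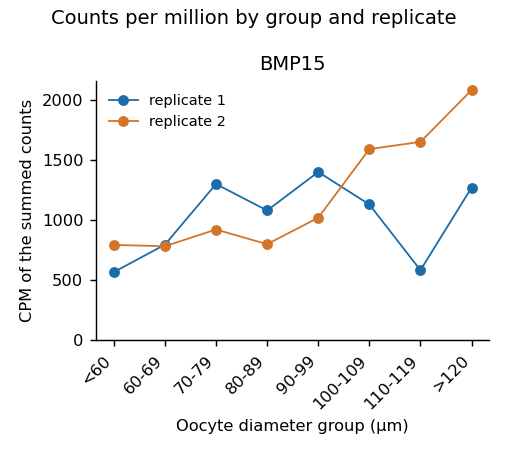
CPM of the sums (y axis) of BMP15 in each size group (x axis, diameter in μm), 1 line per replicate. Replicate 1 is highest at 90–99 μm, with 1400 CPM, and replicate 2 at > 120 μm, with 2080 CPM.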

Expression of *BMP15*, *NLRP2*, *NLRP5*, *PADI6*, and *TLE6* was highest in the mid-phase of oocyte growth (from 70 to 110 μm in diameter). The oocyte-secreted factor *BMP15* is critical for follicle development and cell proliferation (reviewed by [57]), with no development beyond the primary follicle stage in sheep with spontaneous homozygous mutations in the *BMP15* [58]. Thus, the observed increase in *BMP15* from the late secondary to the mid-antral follicle aligns with its role in supporting follicle growth. The maternal-effect genes *NLRP2*, *NLRP5*, *PADI6*, and *TLE6* encode members of the subcortical maternal complex (SCMC) and/or cytoplasmic lattices multiprotein complexes, essential for early embryonic development (reviewed by [59, 60]). These complexes are involved in organelle distribution [61], mRNA storage [62], spindle localisation [63], and epigenetic reprogramming [64–66]. The increase in their expression in mid-growth phase oocytes likely reflects the critical importance of this stage of development for oocyte acquisition of competence, indicating a possible window for storage of proteins involved in early embryo development.

## Conclusions

In conclusion, the results presented here bring novel information contributing to a better understanding of the events occurring during bovine oocyte growth. We revealed the emphasis on the expression of genes associated with cytoplasmic activity and function during the early stages of the oocyte growth phase, upregulation of oocyte-specific and maternal-effect genes during the mid-stages, and a shift to transcripts associated with nuclear activity, particularly preparation for the resumption of meiotic maturation at the end of the growth phase. This is the first study to characterise the transcriptome of bovine oocyte growth at single-cell resolution. It provides a unique resource for researchers and practitioners working to optimise oocyte developmental competence by targeting bovine oocyte growth in vivo and in vitro.

### Supplementary Information

**Additional file 1: Supplementary Figure S1. **High sensitivity DNA Assay. Amplified cDNA was evaluated by a High Sensitivity DNA Assay chip (Agilent Technologies). Individual samples were pooled and diluted in different concentrations (triplicate). The results were used to choose the best dilution for final library preparation and sequencing.

**Additional file 2: Supplementary Figure S2. **Network analysis of the transcriptome across oocyte growth. **a)** Hierarchical cluster tree showing co-expression modules identified using WGCNA. Modules correspond to branches and are labelled by colours. **b)** Heatmap showing the correlation (r) and significance (p-value) of different modules associated with oocyte size. The colour scale on the right (green to red) corresponds to the correlation value (-1 to 1).

**Additional file 3: Supplementary Figure S3. **Modules of co-expressed genes moderately correlated with oocyte size. Module Turquoise (1,356 genes) **(a)**, Yellow (529 genes) **(b)**, and Green (168 genes) **(c)** correlation graph between gene expression and oocyte size and respectively enriched pathways from gene ontology analysis.

**Additional file 4: Supplementary Tables. Table S1.** Sample quality control analysis performed in Rstudio by selecting samples with more than 100,000 reads and 2,500 expressed genes (genes with more than 1 count). In addition, filtering for contamination with mitochondrial DNA was also performed. Additional information is from MuitQC Report. The table on the right summarizes the information by experimental groups. **Table S2.** Common and unique expressed genes (more than 1 count) in each oocyte size group. Enriched pathways from gene ontology analysis are shown in the panel on the right. **Table S3.** Common and unique lowly expressed genes (zero count in at least half of the samples for each group) in each oocyte size group. Enriched pathways from gene ontology analysis are shown in the panel on the right. **Table S4.** Top-100 highly expressed genes on each oocyte size group. Enriched pathways from gene ontology analysis are shown in the panels on the right. **Table S5.** Common and unique Top-100 highly expressed genes in each oocyte size group. Enriched pathways from gene ontology analysis are shown in the panel on the right. **Table S6:** Summary table of WGCNA output. GS/p.GS: gene significance for oocyte size and related p-value. The higher the absolute value, the more biologically relevant to oocyte size. MM/p.MM: Module membership and related p value. Correlation value of each gene related to gene expression profile in a module. **Table S7.** Trendy analysis output table to identify changes in gene expression of specific genes. Segment slope measures the rate of change of the data within that segment. The segment trend defines how the expression of each gene changes inside that segment. 1 = increase; -1 = decrease; 0/NA = no change. The p-value will indicate if the change is significant (<0.05). Breakpoints indicate the oocyte diameter at which gene expression is changing. Only the top dynamic genes are shown, defined as those whose optimal model has a high adjusted R2 (>0.5). **Table S8.** Differentially expressed genes between <70 and 70-79 um in diameter oocytes (up and downregulated). Significant genes were determined by FDR<0.05. Enriched pathways from gene ontology analysis are presented in the panels on the right. **Table S9.** Differentially expressed genes between 70-79 and 80-99 um in diameter oocytes (up and downregulated). Significant genes were determined by FDR<0.05. Enriched pathways from gene ontology analysis are presented in the panel on the right. **Table S10.** Differentially expressed genes between 80-89 and 100-109 um in diameter oocytes (up and downregulated). Significant genes were determined by FDR<0.05. Enriched pathways from gene ontology analysis are presented in the panels on the right. **Table S11.** Differencial expressed genes between 100-109 and 110-119 um in diameter oocytes (up and downregulated). Significant genes were determined by FDR<0.05. The panels on the right are showing all the enriched pathways from gene ontology analysis. **Table S12.** Differential expressed genes between 110-119 and >120 um in diameter oocytes (up and downregulated). Significant genes were determined by FDR<0.05. Enriched pathways from gene ontology analysis are presented in the panel on the right. **Table S13.** Genes with stable expression across the bovine oocyte growth phase. Respective enriched pathways are listed in the table on the right.

## Data Availability

The datasets generated during the current study are available in the GEO repository, GSE249434.

## Abbreviations

ACTL8: Actin Like 8
BCAR4: Breast Cancer Anti-Estrogen Resistance 4
BMP15: Bone Morphogenetic Protein 15
BSA: Bovine Serum Albumin
CA2 +: Calcium ions
DCLRE1A: DNA Cross-Link Repair 1A
DEGs: Differently Expressed Genes
DPPA3/STELLA: Developmental pluripotency-associated 3
ESRRG: Estrogen Related Receptor Gamma
FABP3: Fatty Acid Binding Protein 3
FDR: Fold Discovery Rate
GDF9: Growth Differentiation Factor 9
GO: Gene Ontology
GV: Germinal Vesicle
H3-3B: H3.3 Histone B
H3K4me3: Histone H3 lysine 4 tri-methylation
H3K9me3: Histone H3 lysine 9 tri-methylation
IDH3B: Isocitrate Dehydrogenase (NAD( +)) 3 Non-Catalytic Subunit Beta
KDM5A: Lysine Demethylase 5A
KHDC3L: KH Domain Containing 3 Like, Subcortical Maternal Complex Member
MII: Metaphase II
mRNA: Messenger RNA
NLRP2: NLR Family Pyrin Domain Containing 2
NLRP5: NLR Family Pyrin Domain Containing 5
NSN: Non-Surrounded Nucleus
OOSP2: Oocyte Secreted Protein 2
OTUD6B: OTU Deubiquitinase 6B
PADI6: Peptidyl Arginine Deiminase 6
PBS: Phosphate Basic Solution
PCA: Principal Component Analysis
RGS2: Regulator of G-Protein Signalling 2
RNA-seq: RNA sequencing
SCMC: Subcortical maternal complex
scRNA-seq: Single-cell RNA sequencing
SLBP2: Oocyte-Specific Histone RNA Stem-Loop-Binding Protein 2-Like
SN: Surrounded Nucleus
SOD2: Superoxide Dismutase 2
STK35: Serine/Threonine Kinase 35
STT3A: STT3 Oligosaccharyltransferase Complex Catalytic Subunit A
TCM: Tissue Culture Medium
TLE6: TLE Family Member 6
tRNA: Transfer RNA
WEE2: WEE2 Oocyte Meiosis Inhibiting Kinase
WGCNA: Weighted Gene Co-expression Network Analysis
ZAR1: Zygote Arrest 1
ZAR2: Zygote Arrest 2
ZARL1: Zygote Arrest 1 Like
ZP2: Zona Pellucida Glycoprotein 2
ZP3: Zona Pellucida Glycoprotein 3
ZP4: Zona Pellucida Glycoprotein 4

# Supplementary material for: Single-cell profiling reveals transcriptome dynamics during bovine oocyte growth
**Source:** BMC Genomics. 2024 Apr 6;25:335. doi: 10.1186/s12864-024-10234-0

RNA\_plate2\_1.1

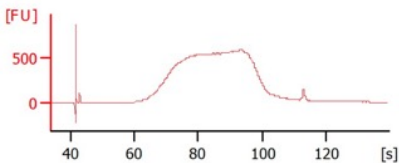

RNA\_plate2\_1.1

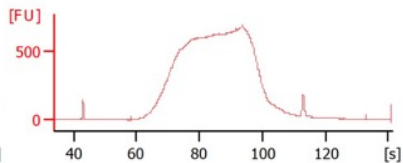

RNA\_plate2\_1.1

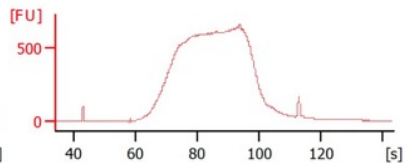

RNA\_plate2\_1.2

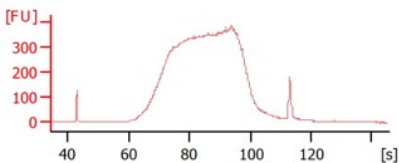

RNA\_plate2\_1.2

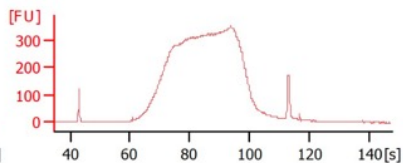

RNA\_plate2\_1.5

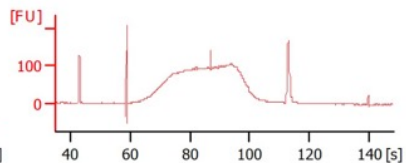

RNA\_plate2\_1.5

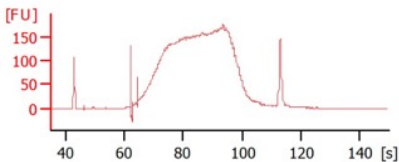

RNA\_plate2\_1.5

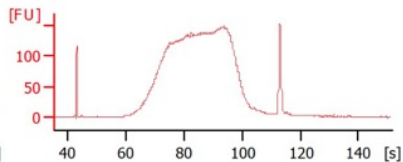

RNA\_plate2\_1.10

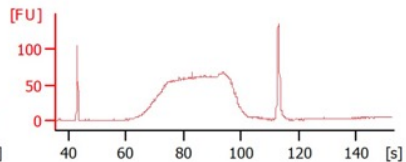

RNA\_plate2\_1.10

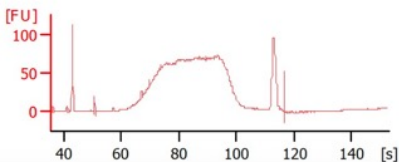

RNA\_plate2\_1.10

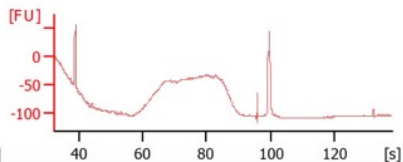

**Supplement:** Supplementary file 1 — Additional file 1: Supplementary Figure S1. High sensitivity DNA Assay. Amplified cDNA was evaluated by a High Sensitivity DNA Assay chip (Agilent Technologies). Individual samples were pooled and diluted in different concentrations (triplicate). The results were used to choose the best dilution for final library preparation and sequencing.

How the deposited data were processed for this re-analysis (not part of the article)

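Single growing oocytes of Bos taurus were measured, and their polyadenylated mRNA was amplified and sequenced in 2 library replicates, replicate 1 with reads of 150 bp and replicate 2 with reads of 75 bp. The labels and the paper's Supplementary Table S1 give the diameter, the size group and the replicate of each oocyte, and neither names the animal. The authors trimmed the reads with Trim Galore, aligned them with HISAT2 to the assembly ARS-UCD1.2 (bosTau 9) and counted them per gene with the RNA-seq pipeline of SeqMonk. The deposited values are raw counts, 1 column per oocyte, with no normalization and no batch correction. How reads with several alignments, strand and overlapping genes were treated is not stated in the text of the paper. No column of the count table was left unused.

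The 165 oocytes that Supplementary Table S1 lists were used, and all 179 deposited oocytes in an alternative. Oocytes were matched to their counts by ID. Gene IDs on more than 1 line were summed. The copies of Supplementary Tables S2 and S3 used here held the first 1997 and 1576 of their entries on genes common to all groups and left out 8323 and 2865, and they pair 3608 gene IDs with a symbol, of which 24 share their symbol with another ID. The reference table of RefSeq genes gave an Ensembl ID for 0 symbols. Of 32 genes named by the study, 3 could be paired, and of 15 gene lists, among them those for oxidative phosphorylation and chromosome segregation, none reached 80% of members paired (the highest was 28.6%), so the planned camera and fry tests of these lists were void and were not run. Members of the 2 lists with the most pairs were counted by direction.

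Counts of the oocytes of each size group and replicate were summed (16 sums). Genes were kept by filterByExpr of edgeR (version 4.0.16), with a minimum count of 10 and a minimum total of 15, which left 14087 genes. TMM normalization, a model with 8 size groups and the replicate as a block, and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were applied, with DEGs called at 0.05. The larger groups of the paper were contrasts of means of the 8 groups. The sums of 1 replicate came from 1 library batch, as the paper describes, and deviated together, so the replicate number pairs them. The standard error of a log2 fold change was its size divided by the square root of the test's F. The fit and the other steps were tested on simulated data with 200 changed genes.

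For measures per oocyte, counts were divided by the TMM effective library size and taken as log2(CPM + 1), or variance-stabilised with DESeq2 (version 1.42.0), and the mean of each replicate was removed. Correlations with diameter were tested with 100000 permutations of the diameters within replicate, two-sided, and adjusted by Benjamini-Hochberg. Such permutations take oocytes as independent, so each p may be too small if oocytes share an animal. Clusters, segmented fits and principal components followed the settings of the paper where its text gives them: a signed network with a power of 7 and 7 clusters, an adjusted R2 of 0.5 and ordered diameters. Breakpoints were searched on a grid of 2 μm, with at least 10 oocytes per segment, a slope called at a p of 0.1 and 1000 bootstrap resamples. WGCNA, Trendy and the ontology tools were not used here, and no pathway enrichment was made. ComBat-seq came from sva (version 3.50.0). R 4.3.3, limma 3.58.1, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

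The genes named in the text were fixed by a rule: the genes the study names or plots in Fig. 3a, b and e, and in each of the 5 final comparisons the 2 upregulated and the 2 downregulated genes with the smallest adjusted p that changed in the same direction in both replicates and carry a symbol. Main settings, the rule and the alternatives were set before the data were examined, apart from those said to be chosen later. The alternatives were no replicate block, RLE normalization, DESeq2, no filter on low counts, single oocytes as units with raw or ComBat-seq counts, 250000 counts per oocyte, all 179 oocytes, fits with only the groups compared, each sum left out in turn, and for measures per oocyte other scales, thresholds, linkages, numbers of clusters and breakpoints, and each replicate alone. The thinning to 250000 counts left no oocyte of the 165 out.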

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

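All the tests of an explanation in this part were chosen only after the results were seen. Total counts and numbers of genes were looked at in the groups of 4 to 10 oocytes of 1 size group and replicate, 16 checks in all, of which chance marks about 1 in 20. The deepest oocyte of > 120 μm in replicate 1 had 8038061 counts and stood far from the others, with 4336856 in the next of the 10 oocytes, a gap of 0.495 of the whole range. No biological explanation was tested, since the total of a library follows its sequencing. Correction for library size was applied in each test.

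Counts were deposited for 8 oocytes whose IDs are not among the 165 of the paper's Supplementary Table S1 although they pass both of its count thresholds: A279 (4933709 counts) and A416 (2487675) of < 60 μm, B259 (1084521) of 60–69 μm, C101 (113529) and C431 (2399060) of 70–79 μm, F108 (1830157) and F240 (1957014) of 100–109 μm, and H60 (3663922) of > 120 μm. Their counts are a signal in samples whose IDs the paper does not list. The totals of C431 and F108 do stand in Table S1, beside other IDs, while those of C347 and F126, whose IDs are listed, do not. Which of these 4 oocytes the paper used therefore stays open, and the 165 oocytes with a listed total were run as an alternative. The log2 CPM of each was correlated across genes with the mean of its own size group and replicate, a measure on which the 165 oocytes ranged from 0.779 to 0.967 with a median of 0.933. Genes are not independent replicates, so the values are descriptions. A279, A416 and B259 had 0.674, 0.77 and 0.663, below all 165 oocytes, which is consistent with a low library quality. C431 had 0.903 and F108 0.896, above 30 and 23 of the 165 oocytes, which argues against low quality of these libraries. C101, F240 and H60 had 0.851, 0.863 and 0.805, with 3, 5 and 1 of the 165 oocytes lower. The remaining threshold of the paper, on mitochondrial reads, was not tested here and stays open for all 8, and no biological explanation was tested.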

How the results depend on the processing

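The alternatives that use Table S1's own order or totals, ComBat-seq with the size group kept, oocytes of 1 replicate alone as units, thinned oocytes as units, single lines of repeated gene IDs, and the sums without the deepest oocyte of 100–109 μm were chosen after seeing the data. In all, 35 results were recomputed in 821 alternatives. Of these, 581 kept the side of the threshold or moved by less than the limit (1.5 times for counts), 71 lost and 15 gained significance in the same direction, 2 reversed and the others moved past the limit. Counts written as 3.5e2 are rounded to 2 digits. Where no reason is given, the cause was not tested. Values for DEGs follow the comparisons from < 60 against 60–69 μm, 80–89 against 90–99 μm, < 70 against 70–79 μm, 70–79 against 80–99 μm, 80–99 against 100–109 μm, 100–109 against 110–119 μm to 110–119 against > 120 μm, then the 70–109 μm oocytes against < 70 μm and against ≥ 110 μm. In this order the numbers in the sums were 2, 0, 19, 0, 70, 547, 1, 1338 and 2080.

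Without the replicate block, the numbers were 0, 0, 0, 0, 0, 0, 0, 26 and 21 by edgeR, with 101 to 647 genes at an unadjusted p under 0.05 in the first 7. The block removes the variance between replicates, and its sums pair by library batch. DESeq2 gave 7, 0, 81, 18, 514, 2038, 11, 2064 and 2784. Without the filter on low counts they were 7, 0, 60, 1, 3.6e2, 1317, 4, 1607 and 2225. RLE gave 668 DEGs between 100–109 and 110–119 μm, of which 376 were upregulated (of 547 with TMM, 281 were downregulated), and 927 genes higher and 1184 lower in 70–109 μm than in ≥ 110 μm oocytes (1082 and 998 with TMM).

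With single oocytes as units the numbers were 4, 0, 857, 292, 679, 4062, 518, 4291 and 5105, on ComBat-seq counts 3, 2, 625, 3.5e2, 727, 4525, 688, 4131 and 5355, on ComBat-seq counts with the size group kept 16, 0, 922, 211, 538, 4232, 819, 4269 and 4991, and at 250000 counts 1, 0, 560, 223, 458, 2823, 375, 2691 and 3439. Within replicate 1 they were 22, 9, 990, 95, 149, 5016, 1539, 3739 and 5790, and within replicate 2 3, 0, 0, 23, 22, 1, 0, 1071 and 924. Genes without a call in the 5 comparisons numbered 6060, 5738, 5997, 3525, 5942 and 11259 in these fits, in the same order, against 13469 in the sums. The fit at 250000 counts tested 6894 genes, fewer than the others. Oocytes of 1 animal count in these fits as independent, and the low numbers of calls within replicate 2 show that the unit alone does not set the number.

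Sums of oocytes thinned to 250000 counts gave 0, 0, 32, 0, 19, 810, 0, 1823 and 2682. With all 179 oocytes the numbers were 1, 0, 7, 0, 2, 2, 0, 1319 and 1988, and with only the groups compared in the fit 6, 54, 5, 1, 983, 22, 16, 1540 and 2108. The 165 oocytes whose totals Table S1 lists gave 1, 0, 11, 0, 36, 785, 1, 1189 and 2195. With the first line of each gene ID there were 308 DEGs between 100–109 and 110–119 μm. This step no longer had the most DEGs with all 179 oocytes or with only the groups compared. Without the deepest oocyte of 100–109 μm there were 0 between 80–99 and 100–109 μm and 476 between 100–109 and 110–119 μm.

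Leaving out each sum in turn gave 0 to 52 DEGs between < 60 and 60–69 μm, 0 to 0 between 80–89 and 90–99 μm, 2 to 176 between < 70 and 70–79 μm, 0 to 1 between 70–79 and 80–99 μm, 0 to 2.9e2 between 80–99 and 100–109 μm, 0 to 1478 between 100–109 and 110–119 μm and 0 to 295 between 110–119 and > 120 μm. For 70–109 μm oocytes they gave 504 to 1831 DEGs against < 70 μm and 981 to 2363 against ≥ 110 μm, and for genes without a call 13210 to 14818. The lowest values of the last 3 steps lay at 0 without 80–89 μm replicate 2, 90–99 μm replicate 2 or 100–109 μm replicate 1, without replicate 1 of 100–109 or 110–119 μm, and without either sum of > 120 μm. A group left with 1 sum is assumed there to vary like the other groups. The log2 fold change of BMP15 in 70–109 against ≥ 110 μm, −0.21, ranged from −0.52 to 0.15 when each sum was left out, with the sign reversed without the 110–119 μm sum of replicate 2, and reversed to 0.42 within replicate 1 with oocytes as units. No other gene named by the rule changed its direction.

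The 90 genes with an r above 0.7 with diameter were 162 within replicate 1, 50 at 250000 counts, 32 with all 179 oocytes and 56 with diameters and replicates in the order of Table S1. The 45 genes below −0.7 were 97 within replicate 1, 74 within replicate 2, 23 with no correction for the replicate, 17 at 250000 counts, 0 with all 179 oocytes and 17 in the order of Table S1. The highest cluster r of 0.837 was 0.531 with average linkage. The lowest of −0.641 was −0.894 with 10 clusters, −0.449 on ComBat-seq counts and −0.317 with average linkage. The 179 genes with segmented fits were 72 with all 179 oocytes, 393 within replicate 1 and 82 in the order of Table S1. The share of variance between replicates, 43.1%, was 24.7% over all genes and 0.2% on ComBat-seq counts, whose construction removes it.

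The numbers of expressed, lowly expressed and shared Top-100 genes stayed within 1.5 times of their values in each alternative. Gene set tests were not run in any setting, because too few members are paired with an ID. The depth, lowest in the oocytes of 90–99 and 100–109 μm with median totals of 1150073 and 923622 counts, limits what can be seen. Genes with 0 counts in most oocytes were not detectable at these totals, which does not show that they are absent.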

Differences from the paper's values

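The tests of the paper took oocytes as replicates, while the sums used here have 2 values per group. In what follows, the alternatives named were set before the data were examined unless stated, and no alternative that is not named came within the limits (a factor of 1.5 for counts). The paper's 35 DEGs between < 60 and 60–69 μm were 2 here, and the only alternative within the limit left out the < 60 μm sum of replicate 2 (52). The paper's 941 DEGs between < 70 and 70–79 μm were 19 here, 857 with oocytes as units and 625 on ComBat-seq counts, which lay outside. Of the alternatives chosen after seeing the values, ComBat-seq with the size group kept gave 922 and the oocytes of replicate 1 alone 990. How many of the paper's own DEGs it drops could not be counted, as its lists are not used here. The paper's 274 DEGs between 70–79 and 80–99 μm were 0 here by edgeR (780 genes at an unadjusted p under 0.05, 18 by DESeq2), 292 with oocytes as units and, on ComBat-seq counts, 191 upregulated and 154 downregulated, both within the limit. Chosen after seeing the values and also within it were ComBat-seq with the size group kept (211) and thinned oocytes as units (223). Of the paper's DEGs there, 94 were downregulated, against 0 here and 125 with oocytes as units, which is within the limit, and 154 on ComBat-seq counts, which is not. The 2 alternatives chosen later gave 67 and 85, within the limit.

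The paper's 796 DEGs between 80–99 and 100–109 μm were 70 here, and 679 with oocytes as units, 727 on ComBat-seq counts and 983 with only the groups compared, all within the limit, as was the 538 of ComBat-seq with the size group kept, chosen after seeing the values. The paper's 4364 DEGs between 100–109 and 110–119 μm were 547 here, 4062 with oocytes as units and 4525 on ComBat-seq counts, both within it. Chosen later and within it were ComBat-seq with the size group kept (4232) and replicate 1 alone (5016). Between 110–119 and > 120 μm the paper's 178 upregulated DEGs were 0 here by edgeR (1564 genes at an unadjusted p under 0.05 in both directions, 2 upregulated by DESeq2), 174 on ComBat-seq counts and 122 with the size group kept there, chosen later, both within the limit, and 93 with oocytes as units, outside it. The paper's 701 downregulated DEGs were 1 here, 514 on ComBat-seq counts, within it, and 425 with oocytes as units, outside it. ComBat-seq with the size group kept (697) and replicate 1 alone (818), both chosen later, lay within it. The paper's 5520 genes without a change were 13469 here, 6060 with oocytes as units and 5738 on ComBat-seq counts, both within the limit, as were 5997 with the size group kept in ComBat-seq and 5942 in replicate 1 alone, chosen later. The paper also reports 2 DEGs between 80–89 and 90–99 μm, where 0 were called here by edgeR (469 genes at an unadjusted p under 0.05, 0 by DESeq2) and 2 on ComBat-seq counts.

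The paper's highest module correlation of 0.78 was 0.837 for the clusters used here. ComBat-seq counts, with 0.799, came within the limit, and 5 or 10 clusters (0.837) and average linkage (0.531) did not. The paper's lowest of −0.94 was −0.641 here, −0.894 with 10 clusters, within the limit, and −0.641 with 5 clusters, −0.449 on ComBat-seq counts and −0.317 with average linkage, outside it.

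Of the Top-100 genes of a single group, the paper's 4 at < 60 μm were 12 here, and none of the alternatives came within the limit (8 by raw counts, 20 by median CPM, 16 with all 179 oocytes, 2 on ComBat-seq counts). The paper's 0 at 60–69 μm was 1 here, 0 on ComBat-seq counts, 1 by raw counts and 3 by median CPM or with all 179 oocytes. The paper's 3 at 80–89 μm were 1 here, within the limit by raw counts (2) and on ComBat-seq counts (3) and outside it by median CPM (1) and with all 179 oocytes (0). The paper's 9 at 110–119 μm were 4 here, within the limit by raw counts (11), by median CPM (9) and on ComBat-seq counts (6), and 4 with all 179 oocytes. The paper's 13 genes lowly expressed at 60–69 μm alone were 8 here, within the limit when genes with 0 counts in more than 50% of the oocytes were taken (12), within replicate 1 (9) and with 14 oocytes per group (18.9), and outside it in the other settings (5, 25, 3 and 51). The paper's 0 genes expressed at 90–99 μm alone were 3 here, 0 within replicate 1, and 2, 2, 16, 5, 26 and 3.9 in the other settings.

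The text of the paper gives the number of expressed genes per group with an upper end below the values of its own Table 1, whose numbers were used for comparison. The paper places the highest expression of BMP15 in oocytes from 70 to 110 μm, where the highest sum of replicate 1 lay, at 90–99 μm with 1400 CPM, while that of replicate 2 lay at > 120 μm, with 2080 CPM. The largest module of the paper was weakly correlated with size, and the largest cluster here, with 1897 genes, had an r of −0.641.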

Other observations

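All the tests in this part that weigh an explanation were chosen only after the result was seen. The oocytes of 100–109 and 110–119 μm differed in 4125 of 8370 genes within replicate 1 and in 0 of 8038 genes within replicate 2 by edgeR. Within replicate 1 the median total was 627581 counts at 100–109 μm and 2775303 at 110–119 μm. In replicate 2 the medians were close, at 1352974 and 1332591 counts. At 250000 counts per oocyte, 2132 genes were still called in replicate 1 and 0 in replicate 2. Thinning evens out the counts but no other difference between libraries, so the number of counts alone does not explain the gap between the replicates. In 50 draws of 7 oocytes per group from replicate 1, the number of genes called was never below 1853, so fewer oocytes in replicate 2 do not explain it either. The common dispersion was 0.219 in replicate 2 and 0.213 in replicate 1, which argues against a larger spread. The mean diameters of the groups differed by 11.0 μm in replicate 2 and by 9.4 μm in replicate 1, which argues against a smaller step in diameter. The difference between the replicates itself was called in 552 of 9664 genes by an interaction of size group and replicate. Of the 4351 genes called in replicate 1 in that fit, 3599 moved in the same direction in replicate 2, with a median size of 1.19 on the log2 scale in replicate 1 and 0.36 in replicate 2, a comparison that favours replicate 1 because the genes were chosen there. A difference between library batches or animals inside replicate 1 may add to its calls. The 552 genes do not measure it, since their number also depends on the few oocytes of replicate 2. Such a difference cannot be told apart from a change with size, since neither the plates nor the animals of the oocytes are named. The change with diameter that the design gives also stays open.

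In 100 splits of the oocytes of 100–109 and 110–119 μm within replicate, the real one included, 1 gave as many DEGs as the real groups (3890 with these groups alone). The splits take oocytes as independent, and only on that condition can chance be excluded for the difference between these oocytes. For the contrasts of the 70–109 μm groups, 1 of 28 splits of the sums, the real one included, gave as many genes as the real one against < 70 μm. The same held against ≥ 110 μm, where another split gave up to 1390 genes. Each replicate was split separately, so a relabelled group could join sums of different sizes, which raises the spread of the fit and lowers the calls. These few splits therefore cannot exclude chance.

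A single oocyte with 7856854 counts made up 52.9% of the 100–109 μm sum of replicate 1. Without this deep oocyte, 0 genes were called between 80–99 and 100–109 μm by edgeR, against 70 with it, so these calls may rest on that oocyte. All 70 kept their direction without it. Of the 70, 67 were also called with single oocytes as units, the deep oocyte among them. Between 100–109 and 110–119 μm, 476 genes were called without it. Of the 547 genes called with it, 183 were no longer called and all 547 kept their direction, so most of these calls do not rest on that oocyte.

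In the paper's Supplementary Table S1, 8 of the 165 total counts equal the total of the oocyte they stand beside. Each of the 165 listed totals is the total of exactly 1 oocyte of the same size group, and 157 belong to another oocyte. The diameters stand in ascending order within all 8 groups and the totals in the order of the count table. A likely explanation is that columns of the table follow different orders, as all 165 totals were found in their own size group. The listed totals exceed the uniquely mapped reads of 52 oocytes, and the r of the logarithms with these reads is 0.053 for the listed total and 0.99 for the oocyte's own total, over 165 oocytes. That oocyte IDs and not totals are out of place is argued against by the diameters: within size groups, an expression score had a rho of 0.355 with the diameters paired by ID (one-sided p = 0.0001, the smallest that 10000 permutations can give) and of 0.174 with those in the order of the totals (one-sided permutation p = 0.019). The IDs were therefore used to pair diameters and counts. No biological explanation was tested, since the pattern lies in a table.

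Fewer genes were expressed in the oocytes of 90–99 and 100–109 μm than in the other groups. At 250000 counts per oocyte, the 100–109 μm group ranked 5 from the lowest of the 8 groups and the 90–99 μm group ranked 4, which is consistent with sequencing depth as the reason. With 14 oocytes drawn per group, the 100–109 μm group still ranked 2 from the lowest, so fewer oocytes do not explain it. At 250000 counts the 90–99 and 100–109 μm groups had 9506 and 9692 expressed genes. Fewer were expressed at < 60 μm (9387), 110–119 μm (9292) and > 120 μm (9438). This argues against a change with the diameter as the reason that the 90–99 and 100–109 μm groups had the fewest. The groups from 60–69 to 80–89 μm still had more, with 9748, 9946 and 9808, so a smaller change with the diameter stays open.

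Of the genes with an r past 0.7 with diameter in either direction, 135 in all, 107 had no DEG call in the sums and 3 had none with oocytes as units. Of 25 markers of granulosa cells listed before the test, 4 are paired with an ID, too few to test the list. In the sums 3 of them were fitted. All 3 were lower in 70–109 μm than in < 70 μm oocytes, and all 3 were higher than in ≥ 110 μm oocytes. The 2 followed per oocyte, GATM and HSD17B1, had an r of −0.575 and −0.502 with diameter. GATM, named after its values were seen, was higher in 70–109 μm than in ≥ 110 μm oocytes, with a log2 fold change of 2.86 (standard error 0.52, adjusted p = 0.00148 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In 70–109 μm oocytes ACTL8 was higher than in < 70 μm oocytes, with a log2 fold change of 1.53 (standard error 0.42, adjusted p = 0.0275 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its adjusted p passed 0.05 without < 60 μm replicate 1, 60–69 μm replicate 2 or 100–109 μm replicate 1.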
